# Epigenetic and transcriptome responsiveness to ER modulation by tissue selective estrogen complexes in breast epithelial and breast cancer cells

**DOI:** 10.1371/journal.pone.0271725

**Published:** 2022-07-21

**Authors:** Terri L. Messier, Joseph R. Boyd, Jonathan A. R. Gordon, Coralee E. Tye, Natalie A. Page, Rabail H. Toor, Sayyed K. Zaidi, Barry S. Komm, Seth Frietze, Janet L. Stein, Jane B. Lian, Gary S. Stein

## Abstract

Selective estrogen receptor modulators (SERMs), including the SERM/SERD bazedoxifene (BZA), are used to treat postmenopausal osteoporosis and may reduce breast cancer (BCa) risk. One of the most persistent unresolved questions regarding menopausal hormone therapy is compromised control of proliferation and phenotype because of short- or long-term administration of mixed-function estrogen receptor (ER) ligands. To gain insight into epigenetic effectors of the transcriptomes of hormone and BZA-treated BCa cells, we evaluated a panel of histone modifications. The impact of short-term hormone treatment and BZA on gene expression and genome-wide epigenetic profiles was examined in ERα^neg^ mammary epithelial cells (MCF10A) and ERα^+^ luminal breast cancer cells (MCF7). We tested individual components and combinations of 17β-estradiol (E2), estrogen compounds (EC10) and BZA. RNA-seq for gene expression and ChIP-seq for active (H3K4me3, H3K4ac, H3K27ac) and repressive (H3K27me3) histone modifications were performed. Our results show that the combination of BZA with E2 or EC10 reduces estrogen-mediated patterns of histone modifications and gene expression in MCF-7^ERα+^ cells. In contrast, BZA has minimal effects on these parameters in MCF10A mammary epithelial cells. BZA-induced changes in histone modifications in MCF7 cells are characterized by altered H3K4ac patterns, with changes at distal enhancers of ERα-target genes and at promoters of non-ERα bound proliferation-related genes. Notably, the ERα target gene *GREB1* is the most sensitive to BZA treatment. Our findings provide direct mechanistic-based evidence that BZA induces epigenetic changes in E2 and EC10 mediated control of ERα regulatory programs to target distinctive proliferation gene pathways that restrain the potential for breast cancer development.

## Introduction

Menopausal hormone therapy (MHT) has traditionally been the most frequently used treatment for post-menopausal symptoms. However, controversy regarding its use was raised by findings from the Women’s Health Initiative study [1], which was stopped prematurely due to evidence of increased risk of heart attack, stroke, and breast cancer. These findings led to a decline in the use of MHT to manage menopausal symptoms [2]. Consequently, considerable effort has been directed toward development of new approaches to MHT, with the goal of minimizing cancer risk while providing positive physiological effects on the cardiovascular system, bone homeostasis, and the central nervous system.

Development of selective estrogen receptor modulators (SERMs, e.g., tamoxifen, raloxifen) provides a clinical strategy for a therapeutic response with specific tissue-protective benefits [3–7]. However, SERMs alone do not have maximal physiological effects. Here we examined bazedoxifene (BZA), which has mixed properties dependent on the tissue. It functions as a partial agonist in bone where it has beneficial effects for treating osteoporosis, but is neutral in uterine epithelium. BZA also functions as an antagonist by inducing degradation of ERα in breast cancer cells [8]. Further, there is precedence from previous studies [9–11] for the advantage of BZA in combination with estrogenic compounds. The combination of one or more estrogens with a SERM or SERD (selective estrogen receptor degrader) results in a tissue selective estrogen complex (TSEC) with the desired beneficial estrogen receptor agonist activity balanced with the antagonistic activity in breast tissues, thereby minimizing the negative effects of estrogen therapy alone [12, 13].

Recent advances in understanding the complex epigenetic alterations observed with hormone signaling, including altered histone post-translational modifications, have provided insight and opportunity for new therapeutic strategies [14–22]. Analysis of such epigenetic changes, together with changes in gene expression upon treatment with estrogens, SERM/SERD or TSECs for menopausal symptoms, provides a comprehensive and unbiased assessment of the affected regulatory networks. Modifications in the epigenetic landscape are rapid and reversible and can impact chromatin structure, as well as alter tissue-type-specific gene expression profiles. Although epigenetic changes resulting from environmental agents have been well documented, there are limited studies examining the global epigenetic changes induced by pharmaceuticals [23–25]. We therefore evaluated combinations of pharmacologic agents to identify effects of hormonal treatments with respect to their global epigenetic impact on gene expression in normal mammary epithelial and ER positive breast cancer cells.

The normal mammary gland consists of biologically distinct sets of cells that form a bi-layered, epithelial structure with outer-basal and inner-luminal cell types. We performed epigenetic profiling using two associated cell lines: MCF10A, a normal basal mammary epithelial cell line (ERα^neg^), was used as a control for the luminal MCF7 breast cancer cell line (ERα^+^). In this study, we provide evidence for selective epigenetic changes in histone modifications and the associated RNA expression profiles that result from exposure of the cells to different treatments. These include 17β-estradiol (E2), a mix of the 10 most abundant Premarin chemical equivalents (EC10), bazedoxifene (BZA) and the combination of BZA with either E2 or EC10. Epigenetic changes were examined to determine regulatory histone profiles of gene activation marks (H3K4me3, H3K4ac, and H3K27ac) and the repressive histone mark H3K27me3. This study is the first comprehensive examination of this panel of histone marks in response to currently available therapies. We identified epigenetic changes, predominantly revealed via H3K4ac, associated with both ERα bound and non-bound genomic regions as a consequence of treatment with each or combinations of the compounds. Our findings provide direct mechanistic-based evidence that BZA induces distinct changes in ERα regulatory programs to restrain the potential for breast cancer development and progression.

## Materials and methods

Experiments were conducted using MCF10A and MCF7 cell lines. Cell line authentication by short tandem repeat (STR) cell identification analysis was performed by the Vermont Integrative Genomics Resource Core (VIGR) using the Promega GenePrint® 10 System according to manufacturer’s instructions (Promega #B9510). The outcomes were compared to known ATCC fingerprints (ATCC.org) and/or the Cell Line Integrated Molecular Authentication (CLIMA) database [26] (http://bioinformatics.hsanmartino.it/clima2/).

### Cell growth conditions

MCF10A cells were grown in DMEM: F12 (Hyclone-SH30271 or Hyclone-SH302712 without phenol red), 5% (v/v) horse serum (Gibco #16050 lot #1075876) + 10ug/ml human insulin (Sigma I-1882)+ 20ng/ml recombinant hEGF (Peprotech AF-100-15) + 100ng/ml Cholera toxin (Sigma C-8052) + 0.5 ug/ml Hydrocortisone (Sigma H-0888) Pen/Strep (Life Technologies) and Glutamine (Life Technologies). MCF7 were grown in DMEM: F12 (Hyclone-SH30271 or Hyclone-SH30272 without phenol red) + 10% (v/v) FBS (Atlanta Biologicals). Prior to treatment cells were plated in serum-containing media for 24h to establish a monolayer. Medium was removed and replaced with 2% charcoal-stripped serum for 48h prior to treatment (24h) with each pharmaceutical agent. Both MCF10A and MCF7 cells were treated with 1 nM of either E2 or EC10, as this level (0.11–2.2 nM) is reported in plasma of pre-menopausal women [27, 28]. A concentration of 5nM BZA was used for this study, as a 1:5 ratio exhibited 50–60% reduction in the steroid response with either E2 or EC10 in MCF7 cells. Cells were harvested for RNA-seq or ChIP-seq analysis 24 h post-treatment as briefly described below [29].

The term EC10 defines the 10 estrogens considered the most abundant (as a percentage of the entire group of estrogens (~ 30)) in Premarin; they include 17α-dihydroequilin, 17β-dihydroequilin, equilin, 17α-estradiol, estradiol, estrone, 17α-dihydroequilenin, 17β-dihydroequilenin, equilenin, and δ-8,9-dehydroestrone. Estrone is the most abundant estrogen, representing about 50% of the entire estrogen load [30]. For in vitro use these estrogens were not conjugated. Pfizer (USA) provided the EC10 estrogens and bazedoxifene.

### RNA isolation, chromatin immunoprecipitation and library preparation

Cells were seeded at 1.0x10^6^ cells per 100mm dish and grown to 60–80% confluence prior to harvesting. Replicate treated plates were rinsed with PBS followed by mechanical scraping, pelleting and snap freezing for RNA seq. RNA was isolated using Qiagen RNeasy Plus kit (Qiagen 74134) following the manufacturer’s direction with DNase digestion, and analyzed for RNA integrity using the RNA 6000 Nano Kit with the Agilent 2100 Bioanalyzer. RNA was amplified and adaptered using the TruSeq Stranded Total RNA LT with Ribo-Zero Gold kit (Illumina RS-122-2301). Library quality was assessed by Bioanalyzer using DNA HS chip (Agilent) and quantified by Qubit (Invitrogen) and Kapa library quantification (KAPA Biosystems cat#KK4835). Libraries were single-end sequenced (SE100) on a HiSeq-1500. Base calls and sequence reads were generated by bcl2fastq software (version 1.8.4, Illumina). Three independent RNA-Seq libraries were prepared for each treatment.

For chromatin immunoprecipitation 0.8% formaldehyde was used to cross-link the protein-DNA complexes for 10 minutes at room temperature. Crosslinking was neutralized by the addition of 2.5M glycine (final concentration 0.125M) for an additional 5 minutes. Cells were washed with ice-cold PBS containing protease inhibitors (Roche-Protease Inhibitor cocktail) prior to final harvest and then flash frozen and stored at -80°C. Nuclei extraction was performed using a protocol modified from Dignam *et al*. [31]. Isolated nuclei were sonicated using a Covaris S-220 Ultrasonic Processor to obtain sheared chromatin with an average peak size of 400–500 bp. A total of 20 μg of sheared chromatin was used for ChIP immunoprecipitation with 6.7 μg of anti-H3K4me3 (Abcam, ab1012), anti-H3K27ac (Millipore, 07–360), or anti-H3K4ac (Active Motif 39382) all used at a ratio of 3:1 chromatin to antibody, or 8 μg of anti-H3K27me3 (Millipore 07–449) used at a ratio of 2.5:1 chromatin to antibody. Immunoprecipitated complexes were purified using Protein-G Dynabeads (Life Technologies 10004D lot#123085320). DNA fragments were isolated by uncross-linking the protein-DNA complex overnight at 65°C. The eluted ChIP-DNA was treated with RNase A (0.2mg/ml final concentration; Life Technologies Cat # AM2269), proteinase K treatment (Life Technologies cat # AM2548) and then phenol extracted, precipitated with ethanol, followed by resuspension in 10mM Tris. DNA was quantified using a Qubit fluorimeter (Life Technologies) prior to library preparation.

ChIP libraries were constructed using the TruSeq ChIP sample preparation kit (Illumina cat# 9235121) following the manufacturer’s instructions. Libraries were size-selected, purified and quantified prior to sequencing. Sequencing base calls were generated on a HiSeq-1500 in the VIGR Core.

### Bioinformatics analysis

#### RNA-seq

Data analysis was conducted using the Galaxy platform [32] and RStudio [33]. Quality control was performed using FastQC [34]. Reads were aligned to reference genome (hg38) using STAR [35], and quantified using HTSeq-counts [36] with Gencode annotation [37]. Differential expression analysis was performed with DESeq2 [38]. For differential gene expression analyses, the cutoff for significant fold change was >2, adjusted p-value <0.05.

#### ChIP-seq

Fastq conversion and demultiplexing were done using bcl2fastq (Illumina, v1.8.4), evaluated (Fastqc), processed to remove low quality reads, and trimmed (FastX toolkit). Reads were mapped to the human genome (hg38) using STAR aligner (version 2.4) with splicing disabled (—alignIntronMax 1) [35]. Enriched regions (narrowPeak calls) for each replicate were generated using MACS2 [39] and replicates were then evaluated using bamCorrelate and IDR. After pooling replicates, MACS2 was used on H3K4me3 to call narPeak at high stringency (p-value < 10e-5) and SICER V1.1 [40] was used to identify broad H3K27me3 enrichment domains. SICER results were filtered by consensus using a range of window-gap combinations (windows 200, 300, 375, and 400; gaps 600, 1200, 1125, and 2400 respectively). Data were deposited in the NCBI Gene Expression Omnibus (GEO) (GSE102472). ERα data were obtained from NCBI GEO GSE40129 [41].

Reactome pathway analysis of BZA effect gene groups was performed using the hypeR R package with hypergeometric test [42]. KEGG pathway analysis of genes associated with drug-responsive H3K4ac changes was performed using the enrichKEGG function from the clusterProfileR package [43]. Differential ChIP-seq analysis was performed using csaw (1.20.0) [44, 45] and was analyzed according to the standard workflow described in the "csaw User Guide" on bioconductor for all drug treatment combinations per cell line and histone modification. Window counts were generated using a fragment extension of 160, spacing of 50, and width of 50 with duplicates ignored (picard 1.56.0; MarkDuplicates). The ENCODE hg38 genomic region blacklist (version 1) was used to avoid problematic regions. An FDR filtering threshold of 0.05 was applied and all resulting regions were compared to establish a set of 148 sites where any histone modification change is detected.

### Validation by reverse transcriptase quantitative PCR (RT-qPCR)

Biological replicates were performed using total RNA purified using RNeasy column purification (Qiagen); samples were treated with DNase I and reversed transcribed with Multiscribe reverse transcriptase (Applied Biosystems). Real-time PCR was performed with SYBR Green (BioRad) on the QuantStudio7 Pro Real-Time PCR System (Applied Biosystems). Samples were normalized using primers for HMBS: CTGCAAGCGGGAAAACCCT (F), CTCCAGATGCGGGAACTTTCT (R); TBP: GGAGAGTTCTGGGATTGATC (F), CTTATCCTCATGATTACCGCAG (R); HPRT: TGCTGACCTGCTGGATTACA (F), TCCCCTGTTGACTGGTCATT (R); and ACTB: AGCACAGAGCCTCGCCTTT (F), CGGCGATATCATCATCCAT (R). Specific genes evaluated using primer sequences (5’-3’) are GREB1: GGTCTGCCTTGCATCCTGATCT (F), TCCTGCTCCAAGGCTGTTCTCA (R) and TFF1: CCAGTGTGCAAATAAGGGCTGC (F), AGGCAGATCCCTGCAGAAGTGT (R). The relative quantitation was performed using the ΔΔCt method. The log2FC values were calculated from the ratios of the ΔΔCt values for MCF7 cells (untreated) vs E2, EC10, BZA, E2/BZA, and EC10/BZA.

### Statistical analysis

For ChIP-seq analysis, 3 independent replicates were used to generate peak calls (MACS2) and to calculate average log2 fold change (FC) relative to the untreated control for each cell line. MACS2 employs a stringent Poisson distribution model to capture both the mean and the variance of the distribution over peak areas. Significant differences in relative changes in fold enrichment were evaluated by pair-wise t-test and false discovery rate calculated by Benjamini–Hochberg procedure and expressed as mean normalized fold-enrichment values. For RNA-seq experiments, at least 3 independent replicates were used to evaluate RNA expression. Statistically significant differences between the means was determined by DESeq2 using a modified Wald test and expressed as mean log2-fold changes.

## Results

### Bazedoxifene treatment tempers steroid-responsive changes in gene expression

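Total RNA depleted of ribosomal RNA was sequenced as single-end reads of 100 bases from 2 human mammary lines. MCF7 is a luminal breast cancer line that expresses ERα, and MCF10A is a basal-like, non-tumorigenic line that does not depend on it. ESR1, the gene of ERα, had 4367 ± 890 DESeq2-normalized counts (SD, n = 3) in control MCF7 libraries and 153 ± 5.2 in control MCF10A libraries, each line being scaled on its own. Cells were starved of hormone for 48 h and treated for 24 h with vehicle (control), BZA at 5 nM, E2 at 1 nM, EC10 (a mixture of 10 estrogens) at 1 nM, E2/BZA or EC10/BZA. For MCF7 the titles and column names agree on which libraries are EC10 and EC10/BZA, but the track file named for each of these 6 libraries is one of the other arm, and the titles and column names were followed. Over the 500 most variable genes the libraries titled EC10 lay nearest those of E2 (19.9 log2 units), and those titled EC10/BZA nearest E2/BZA (25.3, against 35 from E2), so an exchange of the arms would need EC10/BZA to resemble E2 and EC10 to resemble E2/BZA. Each treatment of each line has 3 libraries, described by the paper as independent replicates, so the p-values measure the spread between them. In MCF7 the reads assigned to genes ranged from 13220525 to 32099305 per library for control (median 14487466), from 4237773 to 23751477 for BZA (16145496), from 14627956 to 23958984 for E2 (18659182) and from 13277910 to 24724468 for EC10 (20024027). They ranged from 7262859 to 12197594 for E2/BZA (median 9486334) and from 3194620 to 11132799 for EC10/BZA (8902547). In MCF10A they ranged from 6850957 to 29074308 for control (median 25145619), from 6868405 to 29699036 for BZA (27187669), from 10165974 to 30601944 for E2 (14807990) and from 12903708 to 20682387 for EC10 (16175006). They ranged from 10800861 to 24974617 for E2/BZA (median 21914659) and from 23530135 to 34058894 for EC10/BZA (29836794). MT-RNR1 and MT-RNR2, the mitochondrial ribosomal RNAs, took 13.7% to 25.4% of the gene reads in 11 MCF7 libraries and 0.0262% to 0.938% in the other 7, which are the 6 combination libraries and BZA replicate 6. 7SK, a small nuclear RNA that holds the elongation factor P-TEFb inactive, took 0.404% to 1.04% in 8 MCF10A libraries and 2.31% to 4.58% in the other 10, which come from every treatment. The authors aligned reads to hg38 with STAR, counted them per gene with HTSeq and Gencode annotation, and divided the counts by DESeq2 size factors. Dividing the deposited values of each library by what 1 read is worth gave whole reads for 100% of them, within 1e-06, and showed that the size factors had been set separately over the 18 libraries of each line. Because the deposited values are normalized counts and not raw counts, log2(value + 4) was tested with limma, over genes with a value of at least 10 in at least 3 libraries of the line, in 1 fit of the 6 groups per line. Log2 fold changes are on that scale, which understates the change of genes with low counts. Genes are called changed at an adjusted p (Benjamini-Hochberg) under 0.05 and a fold change over 2, the paper's thresholds. Members of gene lists are counted at the adjusted p alone, and the genes of the lists were fixed before the data were examined.

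**Figure D1:**
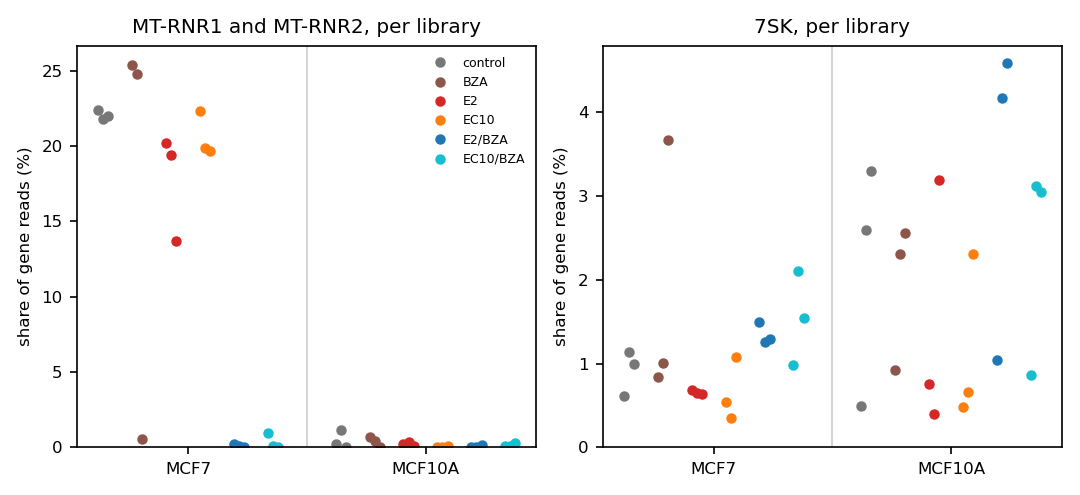
Share of gene reads (percent) taken by the mitochondrial ribosomal RNAs MT-RNR1 and MT-RNR2 and by 7SK in each library of MCF7 and MCF10A, 1 point per library, coloured by treatment. The 7 MCF7 libraries at 0.0262% to 0.938% mitochondrial ribosomal RNA are the 6 combination libraries and BZA replicate 6.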

We studied the gene expression profiles (by RNA-seq) of the estrogen receptor agonists EC10 and 17β-estradiol (E2) alone, or combined treatment with the ERα antagonist bazedoxifene (BZA) in the human mammary cell lines MCF10A^ER-^ and MCF7^ER+^. Cells were hormone starved for 48h and then treated with each agent for 24h prior to RNA collection. Principal Component Analysis was performed to assess the global gene expression patterns across each treatment group using 3 replicates per treatment for both MCF7 and MCF10A. In MCF10A, we do not detect clustering of samples for any of the treatments (S1 Fig, left). However, MCF7 samples treated with the estrogen formulations E2 and EC10 cluster together (S1 Fig, right). Similarly, BZA and control treatments (vehicle) cluster together, whereas the combinations of BZA with E2 or EC10 cluster separately, indicating each had different effects. 

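MCF10A libraries of the same treatment lay no closer to each other than to libraries of other treatments. Over the 500 most variable genes, the mean distance between libraries of different treatments was 0.851 of that within treatments (permutation test of the labels, 100000 permutations, one-sided p = 0.96, n = 18 libraries). Only 1 of 18 libraries had a silhouette above 0, and the mean silhouette was -0.24. Control and E2 libraries lay 46.1 apart on average (log2 units over these genes), against 48.5 between control libraries and 57.9 between E2 libraries. KRT5, a keratin of basal epithelium, varied widely within the control group, at 53430 ± 44800 DESeq2-normalized counts (SD, n = 3), and stood at 48310 ± 64400 with E2. The first principal component held 76.7% of the variance and the second 9.04%. Grouped instead by whether 7SK took more or less than 2% of gene reads, a grouping taken from the data, the libraries gave a ratio of 2.31 (permutation p = 3e-05) and silhouettes above 0 in 18 of 18. With that 7SK grouping removed from the values, the ratio by treatment was 1.03 (permutation p = 0.28). The removal was fitted with the treatments in the model, which favours a higher ratio.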

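MCF7 libraries given E2 and EC10 could not be told from one another by distance. The mean distance between an E2 and an EC10 library over the 500 most variable genes was 19.9 log2 units, against 21.5 between E2 libraries and 21.5 between EC10 libraries. E2 and EC10 libraries with the same replicate number deviated together (correlations of 0.238 to 0.459 once group means were removed). Such pairing brings the 2 treatments closer by distance, so a small difference between them could be hidden. Control libraries lay 42.2 from E2 libraries and 39.4 from EC10 libraries, more than the 25.9 that separated control libraries from each other. The genes that set the agonist libraries apart from control include ARHGAP36, which encodes a Rho GTPase-activating protein family member, and CLEC3A, which encodes a C-type lectin. ARHGAP36 stood at 982 ± 444 DESeq2-normalized counts (SD, n = 3) with E2 and 871 ± 372 with EC10, and CLEC3A at 85.6 ± 80.4 and 166 ± 96.3. Over all 6 treatments, distances between treatments were 1.44 times those within treatments (permutation test of the labels, one-sided p = 4e-05 of 100000 permutations, n = 18 libraries). The first principal component held 43.9% of the variance and the second 22.9%.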

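Control and BZA libraries of MCF7 lay 27.3 log2 units apart on average, close to the 25.9 between control libraries and below the 34.4 between BZA libraries. Libraries of the 2 combinations lay 25.3 apart, against 20.9 between E2/BZA libraries and 26.4 between EC10/BZA libraries. E2/BZA libraries were 32.5 from E2 libraries and 40.8 from control, and EC10/BZA libraries were 34.9 from EC10 and 35.7 from control. Grouped as control or BZA, agonist alone, and agonist with BZA, the libraries gave a ratio of between-group to within-group distance of 1.59 (permutation test, one-sided p = 1e-05, the smallest that 100000 permutations can give). Under that grouping the silhouette was above 0 in 18 of 18 libraries, with a mean of 0.306. MT-RNR1, a ribosomal RNA encoded by the mitochondrial genome, also parted the combinations from the rest, at 780 ± 670 DESeq2-normalized counts (SD, n = 3) with E2/BZA and 3812 ± 5760 with EC10/BZA against 388300 ± 87400 in control. Libraries with more and less than 10% of reads in MT-RNR1 and MT-RNR2 gave a ratio of 1.19 (permutation p = 0.005). With that share removed as a term, the ratio was 1.95 for the 3 groups (permutation p = 1e-05) and 1.42 for the share itself, which the term thus did not take out. The term was fitted with the treatments in the model, and labels were permuted on the adjusted values. The rise of the ratio and its p are therefore no support for the 3 groups. BZA replicate 6 is the only library outside the combinations with a low share, so the 3 groups and this share cannot be told apart except through that library.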

We performed differential expression analysis among each of the 5 treatment groups for each cell line MCF10A and MCF7, followed by k-means clustering of fold-change values relative to untreated controls (Fig 1A). 

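In MCF10A, a line with little ESR1 RNA, no change of the estrogen targets GREB1 and TFF1 was detected. GREB1, a coactivator of ERα, was at 41.3 ± 45.5 DESeq2-normalized counts (SD, n = 3) in control and 111 ± 145 with E2, a log2 fold change of 0.90 (95% confidence interval -2.02 to 3.83, adjusted p = 1 from limma). TFF1, a secreted peptide of mucosal surfaces, was at 9.76 ± 8.87 in control and 6.91 ± 10.1 with E2, a log2 fold change of -0.43 (95% confidence interval -2.50 to 1.65, adjusted p = 1). Genes of DNA replication had a median log2 fold change of 0.74 with EC10 and 0.52 with E2, and none of them passed limma's test. More of the E2 and EC10 libraries than of the control libraries had a 7SK share under 2%, so treatment and 7SK share are partly mixed in both. As a set they passed camera with a preset correlation (adjusted p = 2.41e-11 for EC10 and 3.82e-08 for E2) and did not with an estimated one (adjusted p = 0.686 and adjusted p = 0.78 with an estimated correlation). Of 18249 genes tested with limma, 0 changed with BZA, E2, EC10, E2/BZA or EC10/BZA. At an unadjusted p under 0.05 there were 37, 241, 718, 155 and 53 genes, where chance alone gives 912. edgeR called 0 genes in each comparison, and DESeq2 called 0 except for 1 in E2/BZA and 1 in EC10/BZA, both times RN7SL4P, a pseudogene of the signal recognition particle RNA (log2 fold change 7.23, adjusted p = 0.0012, and 6.75, adjusted p = 0.00824). Without the unnumbered EC10 replicate, whose 7SK share was 2.31% against 0.478% and 0.656% in the other EC10 libraries, 82 genes passed in EC10. In simulated MCF10A counts, limma found 29.9% of genes changed by 4-fold and 2.04% of those changed by 2-fold, so limma would miss most changes of this size here. DESeq2 found 59.1% and 18% of them, with 44 false calls.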

As expected, there are minimal changes for any of the treatments in the MCF10A cell line. In contrast, ER-positive MCF7 cells exhibit robust gene expression changes in response to E2 and EC10. 

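Both agonists raised most listed ERα targets of MCF7 and lowered PSCA and CSTA. IGSF1, an immunoglobulin-like membrane protein, rose to 1708 ± 809 DESeq2-normalized counts (SD, n = 3) with E2 and 1279 ± 399 with EC10 from 162 ± 145 in control, log2 fold changes of 3.59 (adjusted p = 0.000511 from limma) and 3.26 (adjusted p = 0.0011). MYBL1, a transcription factor related to MYB, rose by a log2 fold change of 3.13 (adjusted p = 0.000581) and 3.10 (adjusted p = 0.000696), and RAPGEFL1, a Rap guanine nucleotide exchange factor-like protein, by 3.20 (adjusted p = 2.37e-05) and 3.12 (adjusted p = 3.54e-05). EGR3, an early growth response factor, rose with E2 from 56.1 ± 22.4 to 638 ± 217. PSCA, a cell surface antigen of secretory epithelia, fell from 285 ± 75.7 to 21.6 ± 12 with E2 (log2 fold change -3.56, adjusted p = 5.65e-05) and 36.4 ± 8.01 with EC10 (-2.82, adjusted p = 0.000506). CSTA, the protease inhibitor cystatin A, had log2 fold changes of -2.98 (adjusted p = 0.00205) and -2.68 (adjusted p = 0.00509), and IL1R1, the receptor of interleukin 1, -2.84 with E2 (adjusted p = 5.69e-05). Of 34 measured estrogen-induced ERα targets, 30 were higher with E2 and 30 with EC10 and none was lower (33 and 34 higher when adjusted over the list alone). As a set they passed camera in both (adjusted p = 0.00532 and adjusted p = 0.00419 with an estimated correlation). Of 10 estrogen-repressed genes, 8 were lower with E2, among them TGFB3, a growth factor that inhibits epithelial growth (-1.70), BIK and BMF, which promote cell death (-1.84 and -1.56), and 7 were lower with EC10 (8 and 8 lower, and 1 higher with EC10, when adjusted over the list alone). Without 1 library at a time, 4 of them were lower: the unnumbered control replicate for E2, and for EC10 the unnumbered control replicate, control replicate 5 or EC10 replicate 3. Of 16978 genes tested, 1038 changed with E2 (642 higher, 396 lower) and 813 with EC10 (610 higher, 203 lower). Without the unnumbered control replicate, 665 and 473 changed. Other settings moved these counts in both directions. They were 44 and 25 with the replicate number as a block, 452 and 309 with all 36 libraries in 1 fit, and 1270 and 969 with DESeq2. Control shares 1 number with E2 and 1 with EC10, and these pairs correlated at -0.281 and -0.37 once group means were removed. The numbers thus do not pair these libraries, and the block counts do not measure a paired response.

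**Figure D2:**
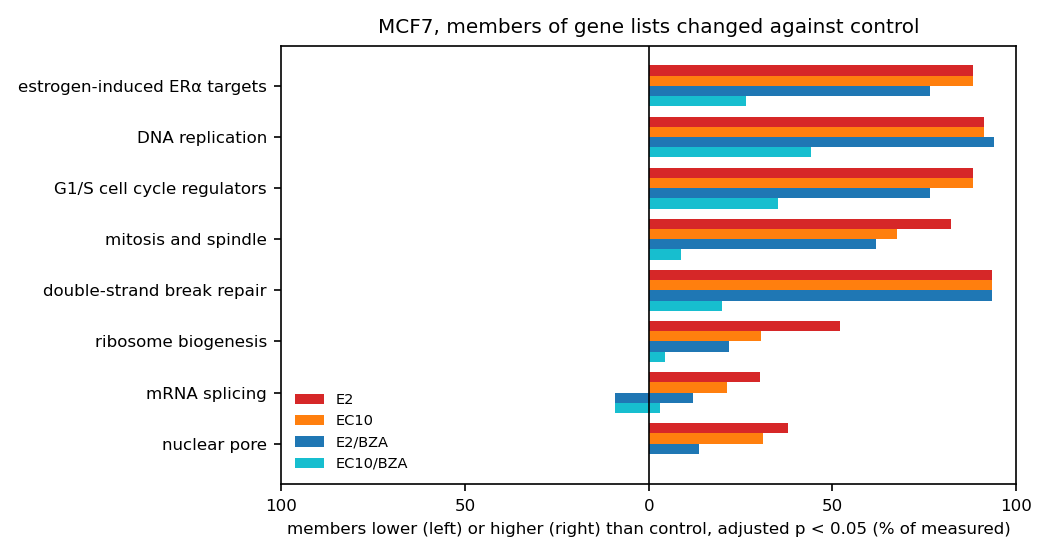
Percent of the measured members of 8 gene lists that were higher or lower than control in MCF7 at an adjusted p under 0.05 from limma, for E2, EC10, E2/BZA and EC10/BZA. Of the 34 estrogen-induced ERα targets, 30 were higher with each agonist, 26 with E2/BZA and 9 with EC10/BZA.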

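With BZA alone, no gene of MCF7 passed the test against control. Mitochondrial ribosomal RNA took 0.53% of gene reads in BZA replicate 6, against 25.4% and 24.8% in replicates 2 and 5. The medians and the spread of this group may therefore rest in part on that library, and without it 0 genes changed as well. GREB1, an ERα coactivator, had lower counts in all 3 BZA libraries (502 ± 171 DESeq2-normalized counts, SD, n = 3) than in the control libraries (1986 ± 1730), a separation that chance gives in 10% of such comparisons, and its log2 fold change of -1.69 did not pass (standard error 0.50, adjusted p = 0.999 from limma). Genes that copy and repair DNA had medians below 0, at -0.43 for DNA replication and -0.62 for double-strand break repair, and none of their members passed over all genes. When adjusted over the list alone, 7 of 34 DNA replication genes and 6 of 15 repair genes were lower. As sets they passed camera with a preset correlation and not with an estimated one (adjusted p = 0.157 for DNA replication and adjusted p = 0.157 for repair with an estimated correlation). The 34 estrogen-induced ERα targets had a median of -0.17, with 1 lower when adjusted over the list alone. limma, edgeR and DESeq2 each called 0 of 16978 genes, and 358 had an unadjusted p under 0.05 in limma, where chance alone gives 849. Without control replicate 2, 1 gene passed (RAPGEFL1, a Rap guanine nucleotide exchange factor-like protein, log2 fold change 1.57, adjusted p = 0.0372). Without BZA replicate 2, 1 gene passed (RAD54L, which acts in repair by homologous recombination, log2 fold change -1.81, adjusted p = 0.0414).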

BZA alone resulted in minimal changes in gene expression, consistent with a previous report. However, combinations of BZA with either E2 or EC10 had substantial effects on gene expression, and strongly reduced the expression of genes in clusters 3 and 6 (Fig 1A). 

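Set against the agonist alone, mitochondrial transcripts had the largest falls in the combination libraries, and GATA3 fell by about as much with EC10 as with E2. BZA replicate 6, given no agonist, also had little mitochondrial ribosomal RNA (0.53% of gene reads), so the mitochondrial falls cannot be credited to the combinations. In E2/BZA against E2, 47 genes changed (4 higher, 43 lower), and in EC10/BZA against EC10, 443 (64 higher, 379 lower), of 16978 tested with limma. MT-RNR2, the large mitochondrial ribosomal RNA, had a log2 fold change of -7.71 (adjusted p = 0.0149) against E2 and -7.78 (adjusted p = 0.0118) against EC10, and MT-ND3, a subunit of respiratory complex I, -3.76 (adjusted p = 0.0149) and -3.45 (adjusted p = 0.0131). Of 13 mitochondrially encoded mRNAs, 10 and 11 were lower (12 lower in each, and 1 higher with EC10/BZA, when adjusted over the list alone; adjusted p = 0.239 and adjusted p = 0.265 from camera with an estimated correlation). GATA3, a transcription factor of luminal cells, stood at 2944 ± 1220 DESeq2-normalized counts (SD, n = 3) with EC10/BZA and 7802 ± 192 with EC10 (log2 fold change -1.49, adjusted p = 0.0299 from limma and 0.00307 from DESeq2), and at 2619 ± 370 with E2/BZA and 7369 ± 481 with E2 (-1.50, adjusted p = 0.0698 from limma and 0.00283 from DESeq2). FZD8, a Wnt receptor, was higher with EC10/BZA than with EC10 (log2 fold change 2.36, adjusted p = 0.0281), and HBEGF, an EGF receptor ligand, higher with E2/BZA than with E2 (1.27, adjusted p = 0.0258). These calls depend on single libraries: 0 genes passed against E2 without E2 replicate 2 or 3 or E2/BZA replicate 4, 5 or 6. Against EC10, 4, 5 and 3 genes passed without EC10 replicate 1, 2 and 3, and 174, 198 and 882 without EC10/BZA replicate 5, 6 and 7. With a term for the share of mitochondrial ribosomal RNA (above or below 10%), which rests on BZA replicate 6, 0 genes passed in either comparison, and FZD8 was at -0.13 and GATA3 at -0.01 against EC10. That term is nearly the same split as the combinations, so it also widens the standard errors. A call lost with it need not mean a smaller fold change. The count against E2 was 103 with edgeR and 342 with DESeq2, and without BZA replicate 6 in the fit the counts were 405 and 768. Scaled by library totals, the medians of all genes were 0.26 and 0.32 higher and the calls became 75 higher and 34 lower against E2, and 782 higher and 178 lower against EC10.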

In cluster 3, the expression of genes up-regulated by E2 and EC10 are reduced to near control levels when BZA is present. 

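Genes raised by both agonists and nearer control with BZA formed 1 of 8 k-means clusters of the 1623 genes changed in at least 1 comparison with control. This cluster of 319 genes had mean log2 fold changes of 1.22 with E2 and 1.26 with EC10, against 0.54 with E2/BZA and 0.40 with EC10/BZA, a ratio of combination to agonist of 0.377. It holds 5 of the 34 estrogen-induced ERα targets, 3 genes of mitosis and the spindle, and 3 cytosolic ribosomal protein genes, and 148 genes that S1 Table lists as tempered. PRKACA is not in it. Of the Ras, MAPK and PKA list only 2 genes entered the clustering, and of the replication-dependent histones 24, none of them in this cluster. Other clusters raised by the agonists kept more of the response: 349 genes, 26 of them DNA replication genes and 21 genes of mitosis, had means of 1.26 with E2, 1.21 with EC10, 1.17 with E2/BZA and 0.70 with EC10/BZA. Another 90 genes, with 13 of the ERα targets, had means of 2.39, 2.28, 2.00 and 1.34, and 192 genes had larger means with the combinations than with the agonists, at 0.67, 0.54, 1.30 and 1.02. The cluster was picked by a rule fixed before the data were examined, the lowest ratio of combination to agonist means among clusters raised by both agonists. With 10 centres it held 171 genes. Clusters describe these 18 MCF7 and 18 MCF10A libraries and carry no test.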

In cluster 6, the expression of genes that are non-responsive to E2 and EC10 are down-regulated when BZA is present. 

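The genes nearest 0 with the agonists and lowest in the combinations were MT-RNR1 and MT-RNR2, the mitochondrial ribosomal RNAs, which made up a k-means cluster of 2. Their means were -0.34 with E2, 0.00 with EC10, -8.71 with E2/BZA and -8.01 with EC10/BZA, and -1.93 with BZA alone, where BZA replicate 6 has the low level. A second cluster, of 221 genes, had means of -0.31 with E2 and -0.24 with EC10 against -1.26 with E2/BZA and -1.16 with EC10/BZA. It holds 9 of 13 mitochondrially encoded mRNAs, 2 genes of Ras, MAPK and PKA signalling, and 108 genes that S1 Table lists as inhibited. Against control, 10 mitochondrially encoded mRNAs were lower with E2/BZA (12 when adjusted over the list alone; adjusted p = 0.103 from camera with an estimated correlation) and 2 with EC10/BZA (6 over the list alone; adjusted p = 0.416 with an estimated correlation). MT-ND4L, another subunit of complex I, fell from 734 ± 328 DESeq2-normalized counts (SD, n = 3) in control to 93.2 ± 17.2 with E2/BZA (log2 fold change -2.85, adjusted p = 0.00295 from limma). Once the share of mitochondrial ribosomal RNA was added as a term the same fold change was -0.48 (adjusted p = 0.694), and none of these mRNAs passed in either combination. Leaving out 1 library at a time, from 5 to 9 of them passed with E2/BZA and from 0 to 3 with EC10/BZA.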

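Genes that changed with both combinations moved in the same direction, and the ERα targets lay nearer control with EC10/BZA than with E2/BZA. Of 34 estrogen-induced ERα targets, the median log2 fold change against control was 1.37 with E2/BZA and 0.70 with EC10/BZA. Compared directly, their median in EC10/BZA against E2/BZA was -0.53, and that of the estrogen-repressed genes 0.31. Both sets passed camera (adjusted p = 0.0468 and adjusted p = 0.0468 with an estimated correlation), while none of their members passed over all genes or when adjusted over the list alone. Replication-dependent histones had a median of -0.62 and DNA replication genes -0.38, and did not pass with an estimated correlation (adjusted p = 0.182 and adjusted p = 0.189). H2AX, the histone variant that marks DNA breaks, rose with EC10/BZA from 445 ± 87.5 to 1979 ± 719 DESeq2-normalized counts (SD, n = 3; log2 fold change 2.10, adjusted p = 0.0023 from limma). PLAC1, a placental protein re-expressed in tumours, rose by 3.65 with E2/BZA (adjusted p = 3.75e-05) and 2.69 with EC10/BZA (adjusted p = 0.00268). None of these 3 calls held with a term for the share of mitochondrial ribosomal RNA, under which H2AX was at 1.04 (adjusted p = 0.219) and PLAC1 at 3.12 (adjusted p = 0.0517) and 2.16 (adjusted p = 0.187). The 2 combinations shared 117 genes higher and 117 lower than control, where independent lists would share 4.05 and 3.56. Fold changes had the same sign in 81.8% of genes, with a correlation of 0.836 and a covariance of 0.236 across genes, against 66.8%, 0.501 and 0.046 for simulated unchanged groups set against the same controls. Part of the excess may come from the shared controls, which number too few to split. Both comparisons also set libraries low in mitochondrial ribosomal RNA against controls high in it, and this shared difference may add to the agreement. Between the combinations, limma, edgeR and DESeq2 called 0 genes, with 859 at an unadjusted p under 0.05 where chance gives 849.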

The responsiveness observed for combinations of BZA with E2 or EC10 is consistent in direction (up or down) but not in magnitude (high or low).This variation with combinations of E2 or EC10 with BZA indicates that the expression levels of subsets of genes are more sensitive to the combined therapy of E2/BZA or EC10/BZA. The observed patterns of estrogen responsiveness are consistent with known ERα genomic activity in breast cancer cells, and the E2 or EC10 (agonist) up-regulated clusters 1–3 are enriched for cell proliferation and cell cycle gene ontology categories (Fig 1B). 

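Genes of the cell cycle rose together with both agonists. Of 34 measured DNA replication genes, 31 were higher with E2 and 31 with EC10 (33 and 33 when adjusted over the list alone), and of 17 regulators of the G1/S transition, 15 and 15 (16 and 16). TK1, thymidine kinase, rose from 239 ± 88.3 to 1207 ± 129 DESeq2-normalized counts (SD, n = 3) with E2 (log2 fold change 2.37, adjusted p = 5.65e-05 from limma) and by 2.60 with EC10. CDC45, part of the replicative helicase, rose from 148 ± 42 to 549 ± 49.8 with E2, and RRM2, a subunit of ribonucleotide reductase, by a log2 fold change of 1.89 with E2 and 2.15 with EC10. Of 34 genes of mitosis and the spindle, 28 were higher with E2 and 23 with EC10 (33 and 29 over the list alone), among them PLK1, a mitotic kinase, which rose from 218 ± 47.4 to 942 ± 57.5 with E2. The EC10 count was 15 without control replicate 5 and 14 without EC10 replicate 1. Of 15 genes of double-strand break repair, 14 were higher with each agonist (15 and 15 over the list alone), with BRCA1 at a log2 fold change of 1.53 and RAD51 at 1.76 with E2. None of these genes was lower, and every list passed camera with its preset correlation. With an estimated correlation the G1/S list passed (adjusted p = 0.0366 for E2 and adjusted p = 0.0334 for EC10). The others did not: adjusted p = 0.0552 and adjusted p = 0.0571 for DNA replication, adjusted p = 0.0524 and adjusted p = 0.0571 for mitosis, and the same pair of values for repair. The k-means cluster of 349 genes, with a ratio of combination to agonist means of 0.757, held 26 of the DNA replication genes, 21 of the mitosis genes and 13 of the repair genes.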

The clusters where combination with BZA has unique effects include genes enriched in cell cycle and RNA processing pathways (Cluster 3) or RNA polymerase II transcription and cell surface receptor signaling (Cluster 6). These results demonstrate that BZA in combination with E2 or EC10 attenuates the expression of distinct clusters of estrogen-responsive genes.

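Of 33 mRNA splicing genes, 10 were lower with EC10/BZA than with EC10 and none higher (17 lower when adjusted over the list alone; adjusted p = 0.177 from camera with an estimated correlation). SRRM1 and SRRM2, which encode serine/arginine-rich proteins of the spliceosome, had log2 fold changes of -1.73 and -1.71. Of 20 ERα coregulators and partners, which act with RNA polymerase II at estrogen targets, 8 were lower (13 over the list alone; adjusted p = 0.285 with an estimated correlation), among them NCOA6, a nuclear receptor coactivator (-1.63), and TFAP2A, a transcription factor (-1.49). Of 29 nuclear pore genes, 7 were lower (10 over the list alone; adjusted p = 0.305 with an estimated correlation), and of 27 Mediator subunits, 1 (1 over the list alone). Against E2, E2/BZA lowered 2 splicing genes (SF3B4, -1.22, and SNRNP27; 14 over the list alone), no coregulator (10 over the list alone) and no SWI/SNF subunit (8 over the list alone). With EC10 replicate 1, 2 or 3 left out, 1 splicing gene, no coregulator and no nuclear pore gene passed against EC10. Without EC10/BZA replicate 5 or 6, 3 and 2 splicing genes, 2 and 0 coregulators, and 2 and 1 nuclear pore genes did. In a fit with the share of mitochondrial ribosomal RNA as a term, no member of these lists passed, and the medians against EC10 were -0.09 for splicing and 0.19 for coregulators. Of these lists 2 splicing genes, 3 genes of ribosome biogenesis and 0 nuclear pore genes entered the k-means clustering. The cluster with the lowest ratio of combination to agonist means held 1, 2 and 0 of them. These are too few to say whether that cluster is rich in genes of RNA processing.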

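The genes that 1 agonist raised were lower, on the whole, when BZA was added to the other agonist, a comparison that shares no library with the one that chose them. The libraries of E2 and EC10 pair by replicate number, so deviations common to a pair push these medians the same way, and the comparisons are not independent. The 610 genes raised by EC10, such as TFF1 and the cell cycle genes, had a median log2 fold change of -0.37 in E2/BZA against E2, and 475 of them (77.9%) lay below 0. The 642 genes raised by E2 had a median of -0.67 in EC10/BZA against EC10, and 598 of them (93.1%) lay below 0. Genes lowered by the agonists went the other way: the 203 lowered by EC10 had a median of 0.36 in E2/BZA against E2 (165 above 0), and the 396 lowered by E2 a median of 0.46 in EC10/BZA against EC10 (323 above 0). The medians of all genes were 0.00 in both comparisons. With a term for the share of mitochondrial ribosomal RNA, the 4 medians were -0.21, -0.60, 0.34 and 0.55. Genes are not independent replicates, so no p-value is given for these shares.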

**Fig 1:**
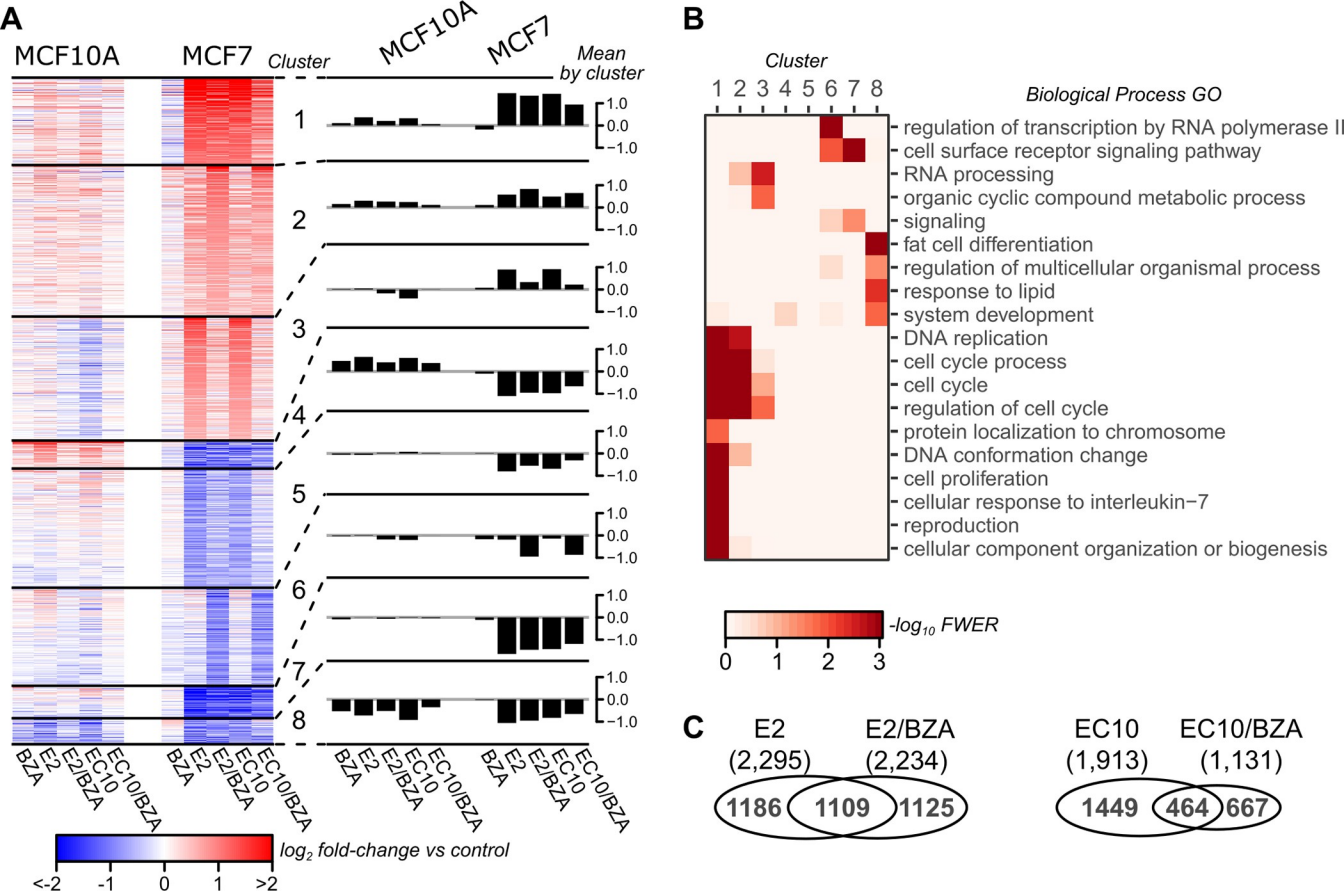
Gene expression changes with SERM/SERD treatments (bazedoxifene–BZA) in MCF10A and MCF7 cell lines, as evaluated by RNA-seq. A) Clustering of 3,820 differentially expressed genes. Values are average log2 fold change (FC) of normalized counts in 3 independent replicates relative to the untreated control for each cell line. Eight clusters were calculated using k-means. Data for individual genes are presented in the left panel heatmap, and mean values (log2 fold-change) in each cluster are presented in the right panel barplots. B) Biological process gene ontology (GO) enrichment per cluster. Terms shown are the least redundant terms as determined by REViGO. C) Venn diagram comparing differentially expressed genes in MCF7 between E2 vs E2/BZA (left) and EC10 versus EC10/BZA (right); each of the 4 groups are relative to control.

To determine distinctive expression effects elicited by the different drug combinations, pairwise comparisons were performed between treatment groups in MCF7 cells. 

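No gene passed the test between EC10 and E2, both at 1 nM, in MCF7. PGR, the progesterone receptor gene, differed between them by a log2 fold change of -0.04 (95% confidence interval -1.46 to 1.38), NRIP1, an ERα corepressor, by 0.01 (-0.33 to 0.35), and TFF1, a secreted mucosal peptide, by 0.10 (-0.70 to 0.90), each with adjusted p = 1 from limma. GREB1 differed by -0.02 (-1.06 to 1.02, adjusted p = 1), so a 2-fold difference lies outside the intervals of NRIP1 and TFF1 and inside those of GREB1 and PGR. With these 6 libraries paired by replicate number, the intervals were -0.28 to 0.24 for GREB1 and -0.23 to 0.15 for PGR, which leave a 2-fold difference out. In EC10 against E2, limma, edgeR and DESeq2 called 0 of 16978 genes, with 95 at an unadjusted p under 0.05 where chance gives 849, and 0 of 15584 with the pairing, with 1253 where chance gives 779. No member of any gene list passed over all genes or when adjusted over the list alone, the ERα targets included. With the pairing none passed over all genes, but over the list alone 3 of 34 ERα targets were lower with EC10 (SGK3, a kinase, RERG, a growth inhibitor, and EGR3, a transcription factor), 8 of 14 interferon response genes and 5 of 13 mitochondrially encoded mRNAs were higher, 5 of 11 immediate early genes were higher and 1 lower, and 1 of 7 glucocorticoid receptor targets was higher. Interferon response genes had the largest list median, 0.60, and did not pass with an estimated correlation (adjusted p = 0.765 from camera, and 0.843 with the pairing). With a preset correlation, glucocorticoid receptor targets and replication-dependent histones passed camera only with the pairing (adjusted p = 0.00361 and 0.0237, against 0.0614 and 0.0864 without it, and adjusted p = 0.843 for each with an estimated correlation and the pairing). E2 and EC10 shared 507 genes higher and 184 lower than control, where independent lists of the same lengths would share 23.1 and 4.73. The same sign was found in 87.3% of genes, with a correlation across genes of 0.927 and a covariance of 0.287, against 66.8%, 0.501 and 0.046 for simulated unchanged groups set against the same control libraries. Part of the excess may come from the controls that both comparisons share, and part from the pairing of E2 and EC10 libraries by number, which the simulated groups leave out.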

Relative to control, the agonists E2 and EC10 altered the expression of many genes that are comparable between the two agonist treatments (2,295 and 1,913 differentially expressed genes, respectively) (Fig 1C). However, E2 combined with BZA resulted in a greater number of differentially expressed genes than when EC10 was combined with BZA. 

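More genes of MCF7 passed against control with E2/BZA than with EC10/BZA, though limma, edgeR and DESeq2 called 0 genes between the 2 combinations (859 at an unadjusted p under 0.05 in limma, where chance gives 849). Of 34 estrogen-induced ERα targets, 26 were higher with E2/BZA (29 when adjusted over the list alone; adjusted p = 0.0225 from camera with an estimated correlation) and 9 with EC10/BZA (17 over the list alone; adjusted p = 0.167). Of 34 DNA replication genes, 32 and 15 were higher (34 and 30 over the list alone; adjusted p = 0.0841 and adjusted p = 0.253 with an estimated correlation), and of 26 replication-dependent histones, 24 and 11 (25 and 24; adjusted p = 0.0841 and adjusted p = 0.253). KRT13, a keratin, rose with E2/BZA from 4.45 ± 4.71 to 69.9 ± 5.81 DESeq2-normalized counts (SD, n = 3; log2 fold change 3.29, adjusted p = 0.00244 from limma), and RAMP3, a subunit of adrenomedullin receptors, by 2.82 (adjusted p = 0.00508). AMZ1, a metalloprotease, rose with EC10/BZA from 72.9 ± 61 to 461 ± 106 (2.86, adjusted p = 0.00375), and CCDC85B by 2.74 with E2/BZA (adjusted p = 0.000436) and 2.52 with EC10/BZA (adjusted p = 0.00379). In all, 890 genes changed with E2/BZA (505 higher, 385 lower) and 293 with EC10/BZA (136 higher, 157 lower). Scaled by library totals, under which the medians of all genes were 0.29 and 0.30, the splits were 1289 higher and 173 lower, and 683 higher and 98 lower. The counts rest in part on single libraries: 433 without control replicate 5 and 575 without E2/BZA replicate 6 for E2/BZA, and 49 without the unnumbered control replicate, 18 without control replicate 5 and 120 without EC10/BZA replicate 6 for EC10/BZA. ERα targets numbered 16 for E2/BZA without control replicate 5, and for EC10/BZA 14, 4 and 3 without control replicate 2, the unnumbered control replicate and control replicate 5; DNA replication genes numbered 2, 0, 1 and 4 for EC10/BZA without the unnumbered control replicate, control replicate 5, EC10/BZA replicate 6 and EC10/BZA replicate 7. Histones for EC10/BZA numbered 4, 1, 1, 1 and 4 without control replicate 2, the unnumbered control replicate, control replicate 5 and EC10/BZA replicates 6 and 7. Once the share of mitochondrial ribosomal RNA was added as a term, 14 genes passed with E2/BZA and 0 with EC10/BZA, and of these lists 1 ERα target with E2/BZA. RAPGEFL1, a Rap guanine nucleotide exchange factor-like protein, was among the 14, with a log2 fold change of 3.15 (adjusted p = 0.0258). RAMP3 fell to 0.47 with that term (adjusted p = 0.748) and CCDC85B to 1.69 (adjusted p = 0.13) and 1.47 (adjusted p = 0.249), while KRT13 stood at 3.79 (adjusted p = 0.0929) and AMZ1 at 3.59 (adjusted p = 0.0952).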

E2/BZA changes the expression of 2,234 total genes versus only 1,131 for EC10/BZA. Thus, BZA has a selective effect on ER agonist-induced gene regulation.

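Many genes that an agonist changed were also changed by its combination with BZA, more of them for E2 than for EC10. Genes with large responses, such as ARHGAP36, a Rho GTPase-activating protein family member, and CLEC3A, a C-type lectin, were called with E2 and with E2/BZA: ARHGAP36 rose by 3.76 with E2/BZA (adjusted p = 0.00187 from limma) and CLEC3A fell by 2.84 on the log2 scale (adjusted p = 0.00529). With EC10/BZA, ARHGAP36 rose by 3.04 (adjusted p = 0.0222), a call lost without control replicate 5 (adjusted p = 0.153). In a fit with the share of mitochondrial ribosomal RNA as a term these calls of the combinations ended, with ARHGAP36 at 2.47 (adjusted p = 0.2) and 1.74 (adjusted p = 0.403) and CLEC3A at -2.23 (adjusted p = 0.215). E2 and E2/BZA shared 294 genes higher and 164 lower than control, 458 in all, where independent lists would share 19.1 and 8.98. EC10 and EC10/BZA shared 88 higher and 35 lower, 123 in all, where independent lists would share 4.89 and 1.88. Across genes, the same sign was found in 71.6% for E2 and 63.7% for EC10, with correlations of 0.664 and 0.482 and covariances of 0.219 and 0.128, against 66.8%, 0.501 and 0.046 for simulated unchanged groups set against the same controls, which shared 0 calls at most in 20 draws. For EC10 the share of same signs and the correlation thus lay below those of the simulated groups and the covariance above. The shared controls may account for part of each value. BZA alone, with 0 genes called, had a correlation of 0.0119 with EC10 and 0.00165 with E2 over these controls, and same signs in 50.4% and 50.7%. The simulated values are thus not what this group gave, and no lack of agreement between EC10 and EC10/BZA can be read from them. The interaction of BZA with each agonist, (agonist with BZA against agonist) less (BZA against control), passed for 1 gene in each case, a gene without a symbol in the annotation used, ENSG00000178715 (-4.01 for E2 and -4.18 for EC10). Leaving out 1 library at a time, from 0 to 296 genes passed this interaction for E2 and from 0 to 582 for EC10, the highest for E2 without BZA replicate 6.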

### BZA selective and combinatorial regulation of ER agonist genes

The expression responses elicited by individual agonist and BZA combination treatments were further investigated by clustering all MCF7-responsive genes (2,332 total genes) (Fig 2A). Responsive genes were grouped into 7 distinct clusters based on patterns of expression relative to vehicle control. The effects of E2 and EC10 on genes could be classified into separate agonist-effect groups (up, down or unchanged genes), as well as into distinctive ‘BZA effect’ groups (tempered, inhibited or activated ‘BZA effect’ genes). In particular, BZA reduced or ‘tempered’ the ER agonist-induced responses for the estrogen-activated genes in clusters 1 and 2 and for the estrogen-repressed genes in cluster 3. 

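The S1 Table genes of clusters 1 and 2, which the study chose on these libraries, were raised by the agonists and less so with BZA. Their 399 measured members had median log2 fold changes against control of 1.17 with E2 and 1.13 with EC10, 0.54 with E2/BZA and 0.25 with EC10/BZA, and 364, 349, 133 and 18 of them were higher at an adjusted p under 0.05 from limma. Set directly against the agonist alone, the medians were -0.61 for E2/BZA, with 10 members lower, and -0.90 for EC10/BZA, with 183 lower. The 123 measured genes of cluster 3, lowered by the agonists, had medians of -1.44, -1.15, -0.82 and -0.37, with 117, 92, 54 and 12 lower. Against the agonist alone they had medians of 0.58, with 2 higher, and 0.78, with 22 higher. EGR3, an early growth response factor and ERα target, shows the pattern, at 412 ± 176 DESeq2-normalized counts (SD, n = 3) with EC10 and 80.8 ± 48.2 with EC10/BZA (log2 fold change -2.45, adjusted p = 0.0236), a call lost without EC10 replicate 3 (adjusted p = 0.0992) and with a term for the share of mitochondrial ribosomal RNA (-0.84, adjusted p = 0.709). Because the study picked these genes for their response in these libraries, the counts are not independent evidence of its direction. In a fit with the share of mitochondrial ribosomal RNA as a term, the medians against the agonist were -0.13 and -0.41 for clusters 1 and 2, and 0.41 and 0.62 for cluster 3.

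**Figure D3:**
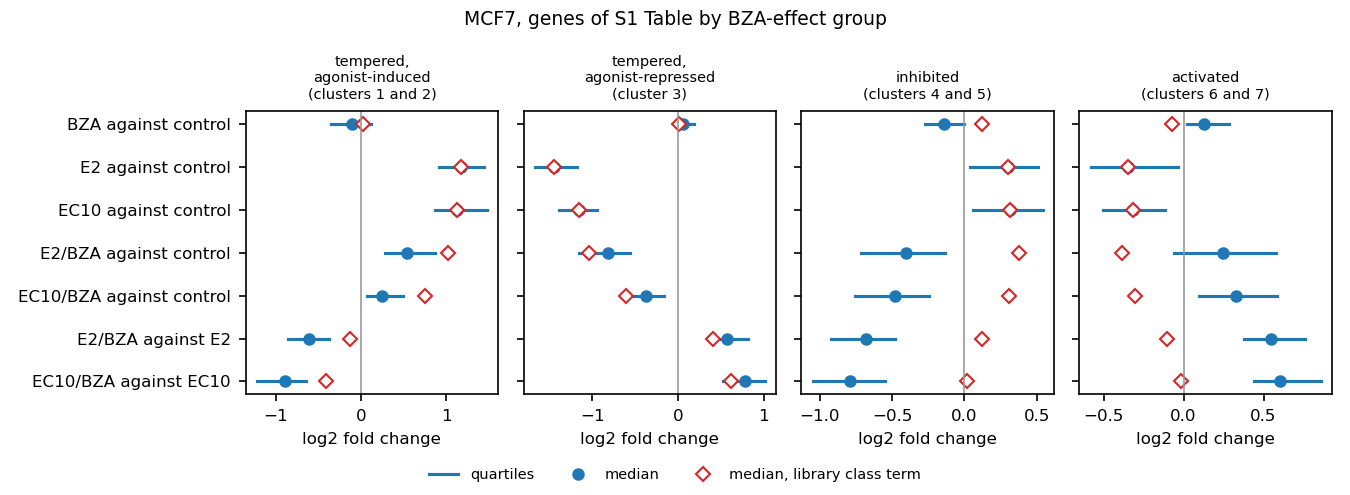
Median log2 fold change (points) and quartiles (bars) of the measured genes of each S1 Table group in each MCF7 comparison from limma, with open diamonds for the median when the share of mitochondrial ribosomal RNA is a term of the fit. The agonist-induced genes lie at 1.17 with E2 and 0.54 with E2/BZA, and the inhibited and activated groups lie near 0 against the agonist with that term.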

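Genes that S1 Table lists as inhibited, among them PRKACA, the catalytic subunit of protein kinase A, lay somewhat above control with the agonists and below it with BZA added. Their 957 measured members had median log2 fold changes against control of 0.30 with E2, 0.32 with EC10, -0.40 with E2/BZA (201 lower at an adjusted p under 0.05 from limma) and -0.48 with EC10/BZA (113 lower). Against the agonist alone the medians were -0.68 (22 lower) and -0.79 (360 lower). The 675 measured activated genes, among them ANKRD9, had medians of -0.35 and -0.32 with the agonists, 0.24 with E2/BZA (93 higher) and 0.33 with EC10/BZA (23 higher), and 0.55 (3 higher) and 0.61 (75 higher) against the agonist alone. Within them, the 353 genes of cluster 5 had medians of -0.84 with each combination against control (197 and 110 lower), and the 304 genes of cluster 6 medians of 0.62 (93 higher) and 0.58 (23 higher). The study chose these groups on these libraries, so their counts are not independent evidence. With a term for the share of mitochondrial ribosomal RNA, which rests on BZA replicate 6, the medians against the agonist turned to 0.12 and 0.02 for inhibited genes and to -0.11 and -0.02 for activated genes.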

Clustering analysis also revealed that combination of BZA with E2 or EC10 altered the expression of non-estrogen responsive genes in the agonist-unchanged gene groups (the ‘inhibited’ cluster 5 and the ‘activated’ cluster 6) (Fig 2A; S1 Table).

**Fig 2:**
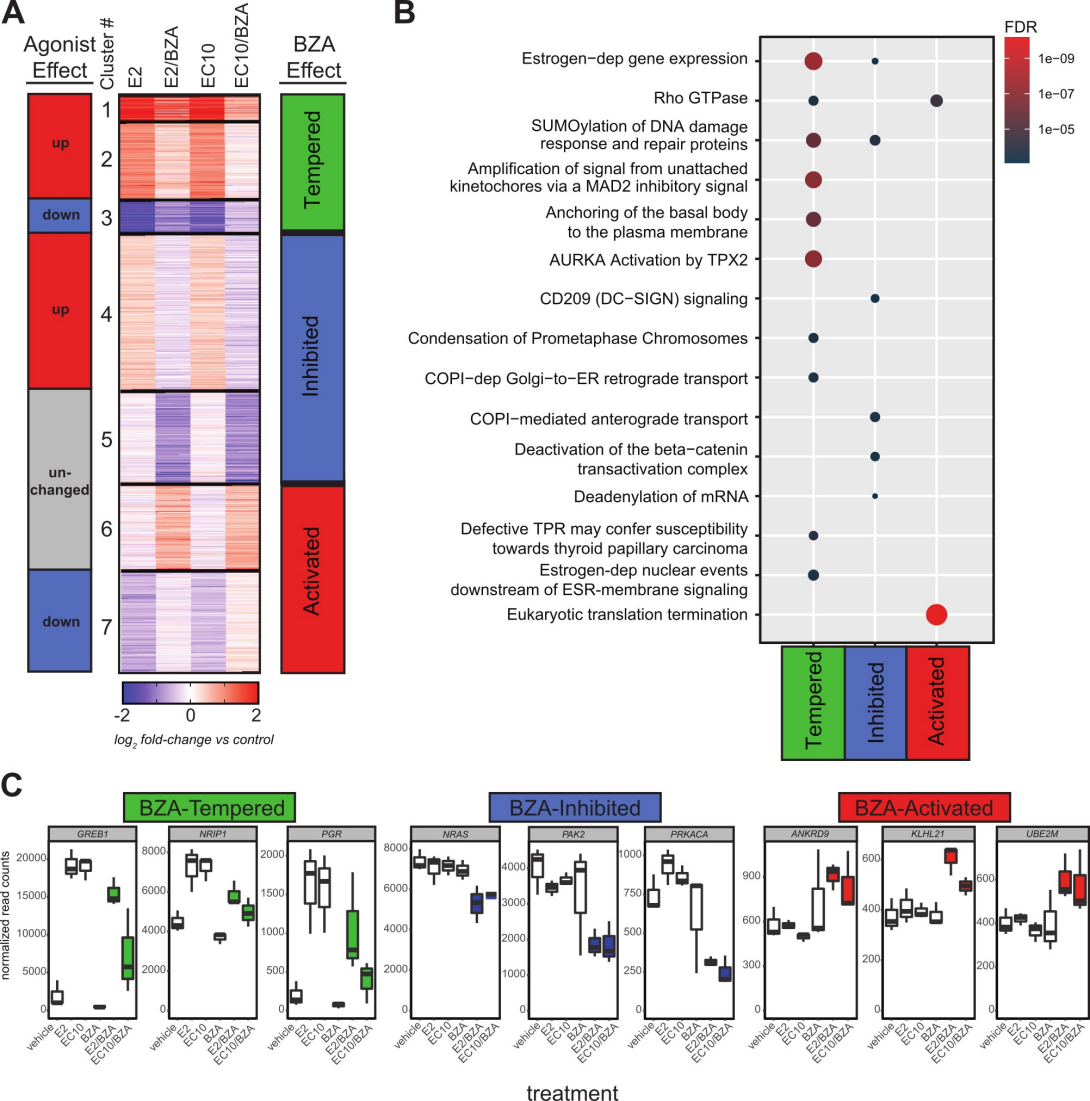
BZA alters steroid responsiveness in the MCF7 cell line. A) Clustering analysis of 2,332 genes comparing BZA-induced changes in E2 or EC10 responses. There are seven distinct clusters that group into different agonist effect groups (E2 or EC10) or into three different BZA-effect groups (Tempered, Inhibited, Activated) based on the effect of BZA on agonist responses. B) Reactome pathway enrichment analysis of BZA-effect groups from Fig 2A. The top enriched Reactome gene sets are shown in dot plot, where each dot is an enriched gene set, the color represents the significance, and the size signifies the gene set size. C) Normalized RNA-seq expression values of selected genes from each BZA-effect group (Tempered, Inhibited, Activated). Data shown are from MCF7 RNA-seq DESeq2-normalized read counts from each treatment group (n = 3 replicates per group). The E2/BZA and EC10/BZA treatments are color-coded according to the BZA-effect groups from Fig 2A.

The effects of BZA on biological pathways were determined by Reactome pathway enrichment analysis. The BZA-tempered group (clusters 1, 2 and 3) is comprised of agonist-responsive genes that are strongly enriched in estrogen-dependent gene expression pathways, as well as several other pathways. 

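Estrogen-dependent genes fixed as a list before the data were examined were lower in part with EC10/BZA than with EC10, and whether this change differs from that of E2/BZA against E2 was not tested. Of 34 estrogen-induced ERα targets, 5 were lower with EC10/BZA than with EC10 and none was higher (20 lower when adjusted over the list alone), with a median log2 fold change of -0.95. SERPINA1, a secreted protease inhibitor, was at -1.60, RERG, a Ras-like growth inhibitor, at -1.52, and CELSR2, an adhesion receptor, at -1.13. Of 10 estrogen-repressed genes, 2 were higher: BBC3, which promotes cell death (1.54), and HES1, a Notch target (0.94; 6 higher over the list alone). As sets they did not pass camera with an estimated correlation (adjusted p = 0.177 and adjusted p = 0.118). In E2/BZA against E2, no ERα target passed limma's test over all genes (1 higher and 4 lower over the list alone), and the median was -0.22. Without EC10 replicate 1, 2 or 3, 1, 0 and 0 ERα targets passed against EC10, and 2 and 16 without EC10/BZA replicate 6 and 7. The repressed genes numbered 0 without any 1 of the EC10 libraries and 4 without EC10/BZA replicate 7. Once the share of mitochondrial ribosomal RNA was added as a term no member passed, and the ERα targets had a median of -0.65 against EC10.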

Included are SUMOylation of DNA damage and repair proteins, and those involved with spindle assembly during mitosis, such as amplification of signal from unattached kinetochores via a MAD2 inhibitory signal, anchoring of the basal body to the plasma membrane and AURKA Activation by TPX2 (Fig 2B; S2 Table). 

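Some genes of spindle assembly and DNA repair were lower with EC10/BZA than with EC10, and whether this change differs from that of E2/BZA against E2 was not tested. Of 34 genes of mitosis and the spindle, 6 were lower against EC10 and none was higher (11 lower when adjusted over the list alone; adjusted p = 0.372 from camera with an estimated correlation). MKI67, the proliferation marker Ki-67, stood at 2429 ± 1050 DESeq2-normalized counts (SD, n = 3) with EC10/BZA and 8643 ± 813 with EC10 (log2 fold change -1.94), and TPX2, the activator of AURKA, had a log2 fold change of -1.39 (adjusted p = 0.0118 from limma). PLK1, a mitotic kinase, was lower with both combinations, by -1.28 against EC10 and -1.33 against E2, where it was the 1 member that passed (3 lower over the list alone). Of 15 genes of double-strand break repair, 3 were lower against EC10 (RAD54L, RAD51 and BRCA1; 7 over the list alone; adjusted p = 0.356 with an estimated correlation) and none against E2. Without EC10 replicate 1, 2 or 3, the mitosis count was 0, 1 and 0 and the repair count 0 each time, and the repair count was 0, 1 and 7 without EC10/BZA replicate 5, 6 and 7. Leaving out any of the 6 libraries of E2 and E2/BZA ended the PLK1 call against E2. In a fit with the share of mitochondrial ribosomal RNA as a term no member passed, and the mitosis genes had a median of -1.09 against EC10.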

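GREB1, an ERα coactivator encoded on chromosome 2 (hg38, 11482341 to 11642788), rose about alike with both agonists, less with E2/BZA and least with EC10/BZA. It stood at 19150 ± 1970 DESeq2-normalized counts (SD, n = 3) with E2, 18890 ± 1470 with EC10, 15480 ± 1870 with E2/BZA and 7277 ± 5610 with EC10/BZA. Its log2 fold change against control was 3.60 with E2 (standard error 0.50, adjusted p = 0.000302 from limma), 3.29 with E2/BZA (adjusted p = 0.000888) and 1.90 with EC10/BZA (adjusted p = 0.0479). The last call was lost without the unnumbered control replicate, control replicate 5 or EC10/BZA replicate 5 or 7, with an adjusted p of up to 0.243. PGR, the progesterone receptor, on chromosome 11 (101029624 to 101129813), stood at 196 ± 162 in control, 1616 ± 563 with E2, 1559 ± 509 with EC10, 1046 ± 651 with E2/BZA and 391 ± 270 with EC10/BZA. It rose by a log2 fold change of 3.27 with E2 (adjusted p = 0.00459), 3.23 with EC10 (adjusted p = 0.00614) and 2.54 with E2/BZA (adjusted p = 0.0228, up to 0.0967 without the unnumbered control replicate, control replicate 5 or E2/BZA replicate 4 or 5). NRIP1, a corepressor that ERα induces, on chromosome 21 (14961235 to 15065936), went from 4464 ± 532 in control to 7243 ± 1120 with E2 and 7246 ± 619 with EC10, and stood at 5843 ± 627 with E2/BZA and 4951 ± 732 with EC10/BZA. Its log2 fold changes of 0.69 with E2 (adjusted p = 0.0101) and 0.70 with EC10 (adjusted p = 0.0113) passed the test but not the 2-fold threshold, and were lost without the unnumbered control replicate (0.0548 and 0.0674) and, for EC10, also without control replicate 5 or EC10 replicate 1 or 3. Set directly against the agonist, none of the 3 passed limma's test in the main fit. For E2/BZA, GREB1 was at -0.31 (adjusted p = 0.779), PGR at -0.73 (0.595) and NRIP1 at -0.30 (0.349), and for EC10/BZA at -1.69 (0.0596), -2.32 (0.0576) and -0.56 (0.0587). GREB1 against EC10 did pass without BZA replicate 6 in the fit (adjusted p = 0.0327) and without EC10/BZA replicate 7 (-2.29, adjusted p = 0.0175). Once the share of mitochondrial ribosomal RNA was added as a term, the combination calls of GREB1 (3.51, adjusted p = 0.0781, and 2.12, adjusted p = 0.261) and PGR (4.21, adjusted p = 0.0845) ended. These fold changes were no smaller with that term, so it was not a smaller change that ended the calls. NRIP1 in EC10/BZA against EC10 passed DESeq2's adjusted p (0.0118) but not the 2-fold threshold (log2 fold change -0.55).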

BZA-tempered genes also include a number of known estrogen receptor target genes such as *GREB1*, *NRIP1*, and *PGR* (Fig 2C). Expression of GREB1 as a BZA-tempered gene was confirmed by qPCR analysis (S2 Fig); TFF1, the trefoil gene, is another gene that is regulated upon BZA treatment. Both *GREB1* and *TFF1* are well characterized estrogen-responsive ERα target genes. 

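TFF1, which encodes a secreted trefoil peptide on chromosome 21 (hg38, 42362282 to 42366535), was raised by the agonists and was above control in both combinations. It stood at 1725 ± 1300 DESeq2-normalized counts (SD, n = 3) in control, 1794 ± 624 with BZA, 11410 ± 1800 with E2 and 12140 ± 617 with EC10. With BZA added to the agonist it stood at 8605 ± 3680 (E2/BZA) and 6047 ± 665 (EC10/BZA). Against control its log2 fold change was 2.96 with E2 (adjusted p = 0.000169 from limma), 2.48 with E2/BZA (adjusted p = 0.001) and 2.05 with EC10/BZA (adjusted p = 0.0124). The EC10/BZA call was lost without the unnumbered control replicate or control replicate 5 (adjusted p up to 0.107), and both were lost with the share of mitochondrial ribosomal RNA as a term, at 2.24 (adjusted p = 0.108) and 1.80 (adjusted p = 0.24). Set against the agonist alone, TFF1 did not pass, at -0.48 for E2/BZA (adjusted p = 0.537) and -1.01 for EC10/BZA (adjusted p = 0.122).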

The BZA-inhibited group (clusters 4 and 5) is comprised of genes that share pathways with the BZA-tempered groups, as well as those enriched in CD209 (DC-SIGN) signaling and deactivation of the beta−catenin trans-activating complex pathways. BZA-inhibited genes include *NRAS*, *PAK2*, and *PRKACA*. Lower expression is observed with BZA-combination treatments than with either E2 or EC10 agonists alone (Fig 2C). 

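NRAS, PAK2 and PRKACA had lower counts with the combinations than with the agonists, and of these differences that of PRKACA in EC10/BZA passed limma's test. PRKACA, the catalytic subunit of protein kinase A on chromosome 19 (hg38, 14091688 to 14118084), stood at 741 ± 119 DESeq2-normalized counts (SD, n = 3) in control, 936 ± 116 with E2, 860 ± 68.2 with EC10, 314 ± 32.2 with E2/BZA and 248 ± 94 with EC10/BZA. Its log2 fold change was -1.84 in EC10/BZA against EC10 (adjusted p = 0.0133) and -1.56 in E2/BZA against E2 (adjusted p = 0.0539; edgeR 0.0322, DESeq2 0.000385). PAK2, a kinase activated by Rac and Cdc42, on chromosome 3 (196739857 to 196832647), stood at 3444 ± 217 with E2, 3670 ± 188 with EC10, 1866 ± 399 with E2/BZA and 1854 ± 591 with EC10/BZA, log2 fold changes of -0.90 (adjusted p = 0.161) and -1.03 (adjusted p = 0.0591; DESeq2 0.019) against the agonist. NRAS, a Ras GTPase on chromosome 1 (114704469 to 114716771), stood at 7053 ± 746, 7156 ± 468, 5273 ± 928 and 5632 ± 348 in the same order, -0.43 (adjusted p = 0.182; DESeq2 0.0494) and -0.35 (adjusted p = 0.179). Against control, PRKACA fell by 1.22 on the log2 scale with E2/BZA (adjusted p = 0.0287) and by 1.62 with EC10/BZA (adjusted p = 0.0221), and PAK2 by 1.11 and 1.14 (adjusted p = 0.026 and 0.0483). NRAS fell by 0.50 with E2/BZA (adjusted p = 0.0447, up to 0.197 without 1 library). Of 20 genes of Ras, MAPK and PKA signalling, 3 were lower in EC10/BZA than in EC10, PRKACA, PRKAR2B and ARAF (4 lower and 1 higher when adjusted over the list alone; adjusted p = 0.333 from camera with an estimated correlation), and none in E2/BZA against E2 (2 over the list alone). The PRKACA call against EC10 was lost without EC10 replicate 1, 2 or 3 (adjusted p = 0.0584, 0.0597 and 0.081), and without control replicate 5 the calls against control were lost for PRKACA (0.126 and 0.146) and PAK2 (0.113 and 0.215). With a term for the share of mitochondrial ribosomal RNA, PRKACA was at 0.17 against E2 and -0.11 against EC10, PAK2 at 0.52 and 0.40, and no call remained.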

The BZA-activated genes in clusters 6 and 7 are enriched in Rho GTPase and eukaryotic translation termination pathways, and include the genes *ANKRD9*, *KLHL21* and *UBE2M* (Fig 2C). 

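ANKRD9, KLHL21 and UBE2M had higher counts with the combinations than with the agonists, by less than a factor of 2. In the main fit none of these differences passed limma's test. ANKRD9, an ankyrin repeat protein on chromosome 14 (hg38, 102501767 to 102509799), stood at 575 ± 32 DESeq2-normalized counts (SD, n = 3) with E2, 496 ± 28.1 with EC10, 911 ± 90.1 with E2/BZA and 836 ± 208 with EC10/BZA, log2 fold changes of 0.66 (adjusted p = 0.173) and 0.72 (adjusted p = 0.0762; DESeq2 0.0278). KLHL21, a substrate adaptor of a CUL3 ubiquitin ligase on chromosome 1 (6590724 to 6614607), stood at 410 ± 69.2, 394 ± 30.8, 605 ± 59.1 and 495 ± 36.2, 0.57 (adjusted p = 0.109; DESeq2 0.0248) and 0.33 (adjusted p = 0.233). UBE2M, the NEDD8-conjugating enzyme on chromosome 19 (58555712 to 58558954), stood at 421 ± 28.3, 365 ± 45.9, 600 ± 106 and 570 ± 148, 0.50 (adjusted p = 0.283) and 0.62 (adjusted p = 0.115). Without BZA replicate 6 in the fit, ANKRD9 passed limma's test against E2 (adjusted p = 0.0253) and EC10 (0.00831), and KLHL21 against E2 (0.0373). ANKRD9 also passed against E2 with only the 2 groups compared (0.0099), and against EC10 when scaled by library totals (0.0188). Against control, KLHL21 rose by 0.70 with E2/BZA (adjusted p = 0.0118), a call lost without control replicate 5 (0.0772) or E2/BZA replicate 6. Of 25 genes of the Rho GTPase cycle, 2 were higher in EC10/BZA than in EC10, ARHGAP4 (1.02) and RHOB (0.86), and 3 were lower, with ARHGDIA, the Rho inhibitor RhoGDI, at -1.77 (5 higher and 7 lower when adjusted over the list alone). Of 79 cytosolic ribosomal proteins, whose mRNAs make up the translation termination sets, none was higher and 2 were lower in EC10/BZA than in EC10 (2 over the list alone), and 1 was lower in E2/BZA than in E2 (1 higher and 1 lower over the list alone). Their medians were 0.46 and 0.40, which passed camera with its preset correlation (adjusted p = 3.51e-08 and 1.96e-07) and not with an estimated one (adjusted p = 0.576 and adjusted p = 0.64 with an estimated correlation). No gene of neddylation and ubiquitin ligases passed in either comparison, over all 21 or over the list alone. The ribosomal protein transcripts took 3.41% to 6.11% of gene reads in the 7 libraries low in mitochondrial ribosomal RNA and 2.13% to 3% in the other 11, and with a term for that share their medians were -0.52 and -0.58. With the same term ANKRD9 was at -0.34 against E2 and -0.27 against EC10, UBE2M at -0.31 and -0.19, and KLHL21 at 0.27 and 0.03.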

Overall, these results show that BZA in combination with ERα agonists alters both estrogen-dependent and estrogen-independent gene regulation.

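Of a list of 15 genes fixed beforehand, made of the 10 that the paper names in these results and of ESR1, RUNX1, GATA3, CDKN2C and E2F6, 6 were higher with E2/BZA than with control and 3 lower (9 and 3 when adjusted over the list alone), and 2 were lower with EC10/BZA than with EC10 (8 lower and 2 higher over the list alone). None passed against E2 with E2/BZA, nor in any of these comparisons once the share of mitochondrial ribosomal RNA was a term. ESR1, the gene of ERα, did not change with E2 (log2 fold change -0.19, adjusted p = 0.677 from limma), and RUNX1, a transcription factor that binds with ERα, stood at -1.34 in EC10/BZA against EC10 (adjusted p = 0.0571). Of 2154 genes of S1 Table that could be matched and measured, 563 changed in at least 1 of E2, EC10, E2/BZA and EC10/BZA against control by limma and 655 by DESeq2. The paper holds that BZA acts here on regulation that depends on estrogen and on regulation that does not.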

### MCF10A and MCF7 exhibit distinctive distributions of chromatin states

To address how the estrogen compounds in combination with BZA treatment impact the chromatin landscape, we performed ChIP-seq analysis for both MCF10A and MCF7 cells, using a panel of regulatory histone marks for each treatment group. Duplicate ChIP-seq assays for each of the 4 different regulatory histone modifications were carried out, including histone H3 lysine 4 tri-methylation or acetylation (H3K4me3 or H3K4ac), both associated with active promoters, and histone H3 lysine 27 acetylation or tri-methylation (H3K27ac or H3K27me3) associated with active regulatory regions or polycomb-repressed regions, respectively. Using these data, we first evaluated the chromatin state landscape (ChromHMM) of transcription start sites (TSSs) across all protein-coding genes (Fig 3 and S3 Fig). For example, for clusters 1–6 there is a shift from state 6 (poised) in MCF10A to state 5 (active) in MCF7. Further, there is a shift in cluster 14 from state 2 (repression) in MCF10A to state 4 (low signal) in MCF7, and a shift in cluster 15 from state 6 (poised) in MCF10A to state 2 (repression) in MCF7 (all genes annotated to each cluster are listed in S3 Table). Thus, the chromatin state distinctions between the MCF10A and MCF7 cell lines are dominant over the effects of the different treatment groups.

**Fig 3:**
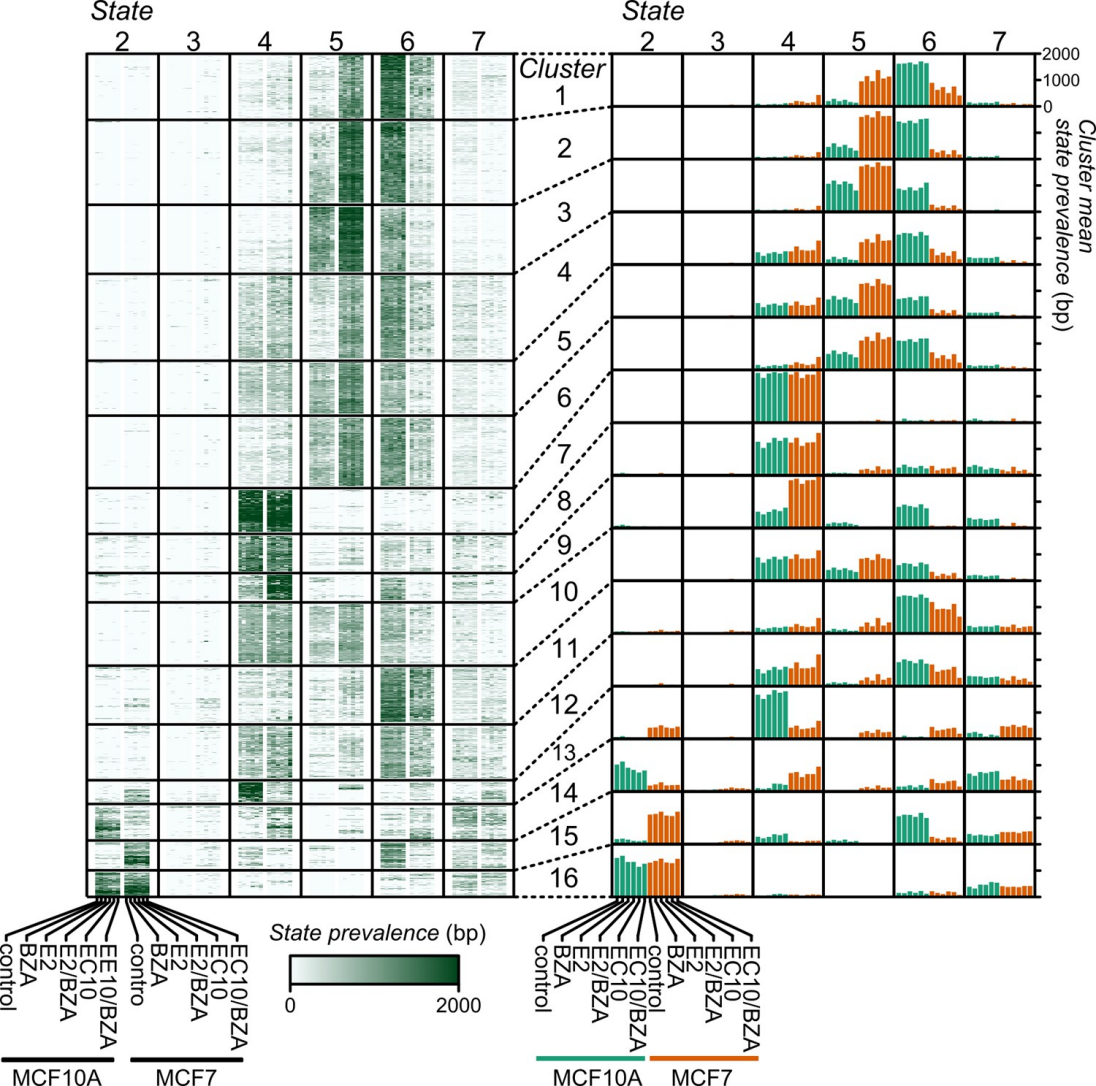
Chromatin state dynamics near RefSeq gene Transcription Start Sites (TSS) in MCF10A and MCF7 cells treated with bazedoxifene. The number of base pairs assigned to each state is within a 2kb window centered on 18,614 TSSs clustered and presented in heatmaps (left) or aggregated barplots (right). State 1 is omitted due to its extreme rarity in order to improve clarity. Minor columns represent the prevalence of the state in each cell line and treatment combination as indicated at the bottom, repeating in each major column (left panel). For the right panel, the clusters are summarized by mean value and the columns are arranged as in the left panel. Chromatin states: 2 –repression; 3 –mixed signal; 4 –low signal; 5 –active; 6 –poised; 7 –low signal.

### Steroid treatments impact distinct regulatory elements

Because the chromatin state patterns are driven by cell line differences and reveal limited information about global epigenetic consequences of the drug treatments, we directly addressed the differential epigenetic profiles of genomic regions that are responsive to our drug panel. We conducted differential enrichment analysis of ChIP-seq data between each treatment and control. In MCF10A cells, no significantly altered regions were detected across any of the treatment groups compared to controls. However, in MCF7 cells 130 genomic regions were significantly altered for each of the 3 active marks, H3K4me3, H3K27ac, and H3K4ac. No differentially enriched regions were found for the repressive H3K27me3 mark in MCF7 across treatments. We therefore limited further analysis to the active marks in MCF7, focusing on the BZA and BZA/EC10 treatments versus control (Fig 4A). The H3K4ac mark is the most sensitive to the different treatments compared to the other histone modifications (S4 Fig), and the set of H3K4ac treatment-changed regions represents most of the detected epigenetic alterations in MCF7. Our earlier studies of H3K4ac have shown this mark to be more dynamic than H3K4me3 in response to estrogen signaling in breast epithelial and ER-positive breast cancer cell lines [46].

**Fig 4:**
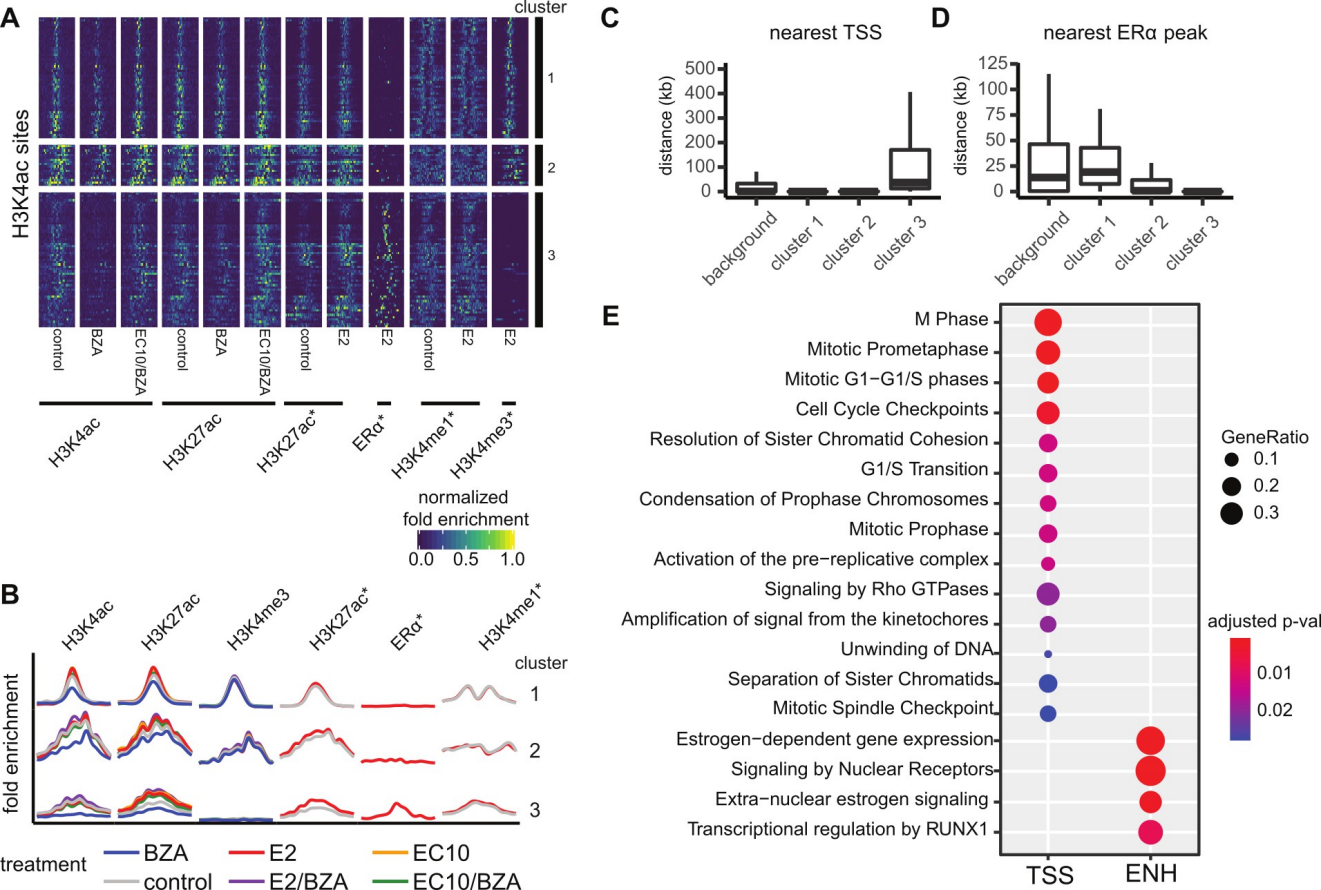
H3K4ac is regulated in response to bazedoxifene treatment in MCF7 cells. Clustering of 130 differentially enriched H3K4ac marked regions reveals two distinct epigenetic signatures. A) Heatmap of enrichment profiles across genomic regions within 4kb of H3K4ac sites clustered using k-means (k = 3). B) Aggregated mean profiles of clusters identified in A; the x-axis corresponds to the mean normalized fold-enrichment values. C) Distance by cluster from each site to the nearest transcript start site (TSS) of a protein-coding gene. D) Distance by cluster from each site to the nearest ERα peak. E) KEGG enrichment analysis of pathways associated with genes nearby cluster 1 and 2 promoter proximal regions (TSS) or cluster 3 enhancer (ENH) regions.

Using H3K4ac sites, we identified clusters of genomic regions that displayed different enrichment patterns with treatments (Fig 4A and 4B) that are consistent with both gene promoter regions (clusters 1 and 2) and distal gene enhancer regions (cluster 3). Comparison of our data with ERα ChIP-seq data [41] identified promoter clusters that are defined by the presence of H3K4me3 and the absence of ERα (Fig 4B and 4C), whereas the enhancer cluster lacks H3K4me3 but is enriched with ERα (Fig 4B and 4D). Strikingly, BZA treatment resulted in a complete loss of H3K4ac at enhancer sites, while the response is more muted at gene promoter regions. The H3K4ac responsive gene promoter regions not bound by ERα (clusters 1 and 2) correspond to genes associated with cell cycle regulation, DNA metabolic processes and mitotic checkpoints (Fig 4E; TSS). Genes that annotate to enhancer regions (cluster 3) are enriched with signaling pathways of validated estrogen networks and include several estrogen-related pathways in addition to transcriptional regulation by RUNX1, a pathway linked to breast cancer and tumor suppression [47–51]. Of significance, a role for RUNX1 in mediating ERα tethering versus direct genomic recruitment to estrogen response elements has been reported [52]. We have therefore detected two modes in which BZA can impact global patterns of histone modifications, one being promoters that are not directly associated with ERα but are highly related to cell cycle and proliferation, and the other being enhancers that are directly associated with ERα and known estrogen gene regulatory networks.

### Drug-induced H3K4ac alterations are associated with gene expression

We next examined the relationships between drug-induced H3K4 acetylation changes and corresponding gene expression responses. Because BZA in combination with ERα agonists alters the expression of both estrogen-dependent and estrogen-independent genes, we examined these groups separately (Tempered, Inhibited and Activated BZA-effect gene groups; Fig 2A). BZA-tempered genes show an overall reduction in agonist-induced regulatory changes, both in terms of the degree in fold-change expression and in fold-change H3K4ac signal (Fig 5A). This observed reduction occurs similarly at the BZA-responsive promoters and ERα enhancers (blue and red dots, respectively). In contrast to the BZA sensitivity at tempered genes, BZA-inhibited and activated genes show reciprocal changes in gene expression (increased in BZA-activated and decreased in BZA-inhibited), with minimal changes in H3K4ac enrichment, entirely at the TSS/promoter regions of non-ERα bound genes. 

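With BZA alone no gene of the S1 Table groups of MCF7 passed the test, and the directions of the inhibited, activated and agonist-induced medians rest on BZA replicate 6. The median log2 fold change against control was -0.11 for the 399 agonist-induced tempered genes, which include GREB1 and PGR, and 0.06 for the 123 agonist-repressed ones. It was -0.14 for the 957 inhibited genes, with 720 of them below 0, and 0.13 for the 675 activated genes, with 533 above 0. Without BZA replicate 6 in the fit the medians were 0.12 for the inhibited and -0.08 for the activated genes, and 0.03 and 0.01 for the agonist-induced and agonist-repressed ones. The tests are limma's, and the groups were chosen by the study on these libraries. PGR, the progesterone receptor gene, stood at 70.7 ± 39.9 DESeq2-normalized counts (SD, n = 3). BZA replicate 6 minus replicates 2 and 5 gave -0.81 for the inhibited and 0.60 for the activated genes, and the medians of single libraries ran from -0.64 to 0.14 for the inhibited genes and from -0.09 to 0.53 for the activated genes.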

Treatment with BZA alone shows minimal RNA expression changes, but a strong overall reduction in H3K4ac enrichment; these epigenetic changes are predictive of expression changes when BZA is combined with E2 or EC10. These results indicate that BZA treatment reduces ERα activity at gene regulatory elements nearby target genes.

**Fig 5:**
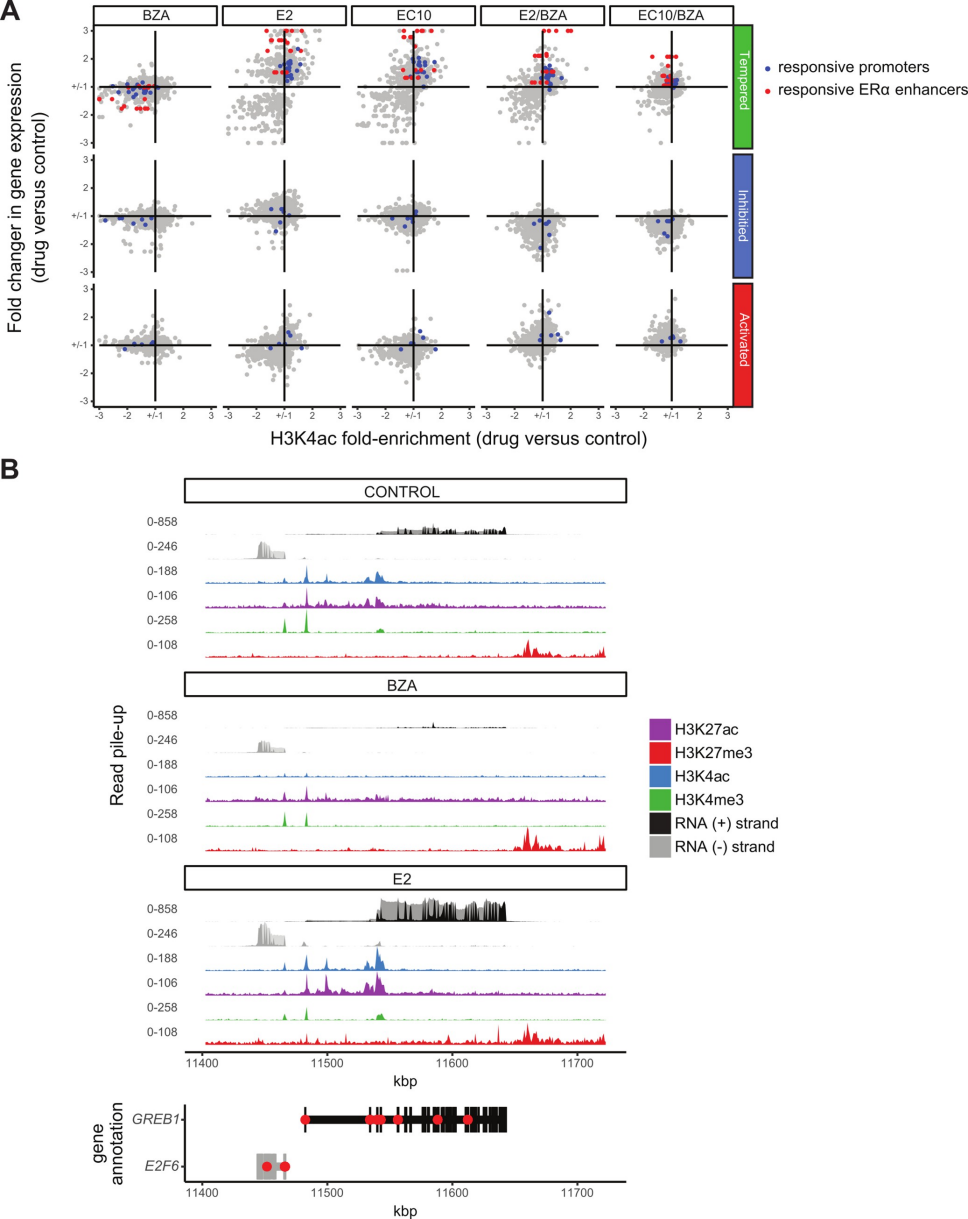
Changes in H3K4ac correspond to expression changes for nearby genes. A) Scatterplots showing the fold-change in gene expression versus the fold-enrichment change in H3K4ac signal for each drug treatment versus control, respectively. The two types of significantly differentially enriched H3K4ac regions are shown separately for genes that belong to each BZA-effect group (Tempered, Inhibited and Activated). The color of the dots is based on clustering from Fig 4 and corresponds to the genes of non-ERα bound promoters (blue points) and ERα bound enhancers (red points). Fold enrichment changes are capped at 3 for each comparison. B) Effects of BZA and E2 on GREB1 gene expression and histone modifications relative to Control.

Two of the most highly regulated genes upon BZA treatment are *GREB1* and *TFF1*, both well characterized as estrogen-responsive ERα target genes. Treatment with E2 (or EC10) increases H3K4ac at the *GREB1* and *TFF1* enhancers (GREB1 shown in Fig 5B) and at the *GREB1* promoter with a dramatic increase in RNA expression (>7-fold). In contrast, treatment with BZA shows a more pronounced loss in H3K4ac at *GREB1* enhancer sites (4-fold change) compared to the *GREB1* promoter (2-fold change, when compared to the vehicle control). 

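The RNA of GREB1, an ERα coactivator gene, was 12.1-fold higher with E2 than with control in MCF7, and that of TFF1, a secreted trefoil peptide, 7.78-fold, on the log2(value + 4) scale. With EC10, TFF1 was 8.34-fold higher (adjusted p = 0.000169 from limma) and GREB1 had a log2 fold change of 3.58 (adjusted p = 0.000359). The 4 calls held without any single library, and without control replicate 2 GREB1 was at a log2 fold change of 4.27 with E2, against 3.60 with all libraries, and 4.25 with EC10. None of the 4 passed with the replicate number as a block, under which GREB1 was 7.85-fold higher with E2. The numbers do not pair the control libraries with those of the agonists. GREB1 did not pass with all 36 libraries in 1 fit either. Every library of the agonists had more GREB1 and more TFF1 than every control library, as chance gives in 10% of comparisons of 3 with 3.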

The increased H3K4ac enrichment and expression change at *GREB1* are expected, as this region is a highly E2-responsive ERα target gene [11, 53, 54]. Overall, these results indicate H3K4ac is a dynamic histone modification that is more sensitive to BZA treatment than the other histone modifications examined and impacts both ERα-regulated and non-ERα genes.

## Discussion

Estrogens exert biological control via binding to estrogen receptors, which in turn regulate transcriptional events and downstream gene expression programs in a tissue-specific manner. These actions can be mediated by direct binding of estrogen receptor complexes to specific regulatory elements, or through non-genomic mechanisms that do not involve direct binding to DNA [15, 19, 52, 55–57]. Our findings in this study suggest that bazedoxifene in conjunction with estrogens produces an augmented profile of estrogen-dependent proliferative and stimulatory responses in breast cells. The profile with BZA alone is similar to that observed in the normal ERα^neg^ MCF10A cell line. In contrast, estrogen complexes (estrogens in combination with BZA) minimize the expression of estrogen-responsive genes normally induced by estradiol or EC10 in ERα^pos^ MCF7 cells.

Using an integrated analysis, we evaluated the impact of combination therapies on gene expression and histone modifications (H3K4me3, H3K4ac, H3K27ac, H3K27me3) in estrogen-responsive (MCF7) and non-responsive (MCF10A) cell lines. We observed minimal changes in both epigenetic marks and gene expression in the breast epithelial MCF10A cell line. These findings reveal that in ERα^neg^ MCF10A cells there are nominal off-target effects attributable to the estrogen and BZA compounds we examined. In contrast to the MCF10A mammary epithelial cells, ERα^+^ MCF7 breast cancer cells demonstrate an increase in activating histone marks H3K4ac, H3K4me3 and H3K27ac upon treatment with either steroid compound (E2 or EC10). This is consistent with the known effects of estrogen compounds [46, 58–60]. In particular, we find that the enrichment of H3K4ac was impacted at the promoters of proliferation and cell cycle gene pathways. Accordingly, we observed that increased histone H3K4ac and RNA expression changes were mitigated by the addition of BZA, which shifted these parameters towards levels present in untreated cells. Treatment with BZA alone showed negligible changes in global H3K4ac and RNA transcript levels, with the exception of a small subset of genes—most notably *GREB1*, and its associated enhancer.

Our findings highlight an important role for H3K4ac in the measure of estrogen responsiveness [46]; compared to the other histone marks analyzed, H3K4ac is the best indicator of epigenetic changes in response to drug treatments. H3K4ac has been shown to be present at both promoters and enhancers [61, 62]. When we interrogate all H3K4ac changes with respect to ERα occupancy [41], we find that enhancers bound by ERα are particularly sensitive to E2 and EC10 treatment. However, upon addition of BZA to E2 or EC10 treatment, H3K4ac decreases significantly at both ERα-bound and non-bound regions. ERα-bound regions demonstrate a more dramatic H3K4ac response to all BZA treatments, with almost a complete loss of H3K4ac with BZA alone (Fig 4). The promoter-distal regions marked by H3K4ac and H3K27ac and bound by ERα are reminiscent of estrogen-responsive genomic enhancers. Indeed, one of the most highly changed gene enhancer regions in our study is a well-known estrogen response element (ERE) upstream of *GREB1* [54]. Genes exhibiting responses to ERα are enriched within canonical ER response pathways, including those involved with cell cycle regulation and RNA processing. While these changes were expected for ER agonists, the potent mitigation by BZA of the ER-mediated epigenetic changes in H3K4ac is a novel observation.

The steroids EC10 and E2 stimulated widespread regulatory changes in MCF7 cells, and the effect of these treatments was strikingly reduced by the ER antagonist bazedoxifene (BZA). In particular, BZA co-treatment restricted the specific changes in estrogen-induced gene expression. We find through clustering and pathway analysis (Fig 2) that BZA co-treatments with ER agonists E2 or EC10 have the potential to augment hormone responsive gene regulation. Collectively, our data provide a valuable resource for understanding epigenetic signatures associated with estrogen pathways, as well as a comprehensive picture of the changes in acetylation at histones H3K4 and H3K27 that reflect the altered functional organization of the genome in response to BZA. Estrogen-mediated gene regulation has been functionally linked to cancer initiation and progression. There is potential to address the capabilities of BZA to block proliferation in metastatic, hormone refractory breast cancer cell lines, such as MDA-MB-231, or in ER-positive metastatic breast cancer cell lines, such as BT-474. Our findings are consistent with BZA-mediated epigenetic control that sustains physiological regulation of proliferation and phenotype by preventing estrogen-compromised gene expression.

## Supporting information

S1 Fig Gene expression changes with drug treatment relative to control. Principal Component Analysis (PCA) of global gene expression profiles for each drug treatment using DESeq2 rlog-normalized RNA-seq data for MCF10A (left) and MCF7 (right).
(TIF)

S2 Fig Validation of RNA-seq data analysis using RT-qPCR. Relative mRNA expression levels for (A) GREB1 and (B) TFF1 were evaluated in biological replicate sample sets generated independently from RNA used for RNA-seq libraries and measured by RT-qPCR.
(TIF)

S3 Fig ChromHMM states capture cell line differences. A) The top panel describes emission probability for 4 marks for the 7 state model, the middle panel overlaps states with different genomic feature types in MCF10A, and the bottom panel shows these feature types for MCF7. MCF10A shows higher occurrence compared to MCF7 of state 6 at promoter-associated features (CpG Island and RefSeqTSS 2kb, most notably). **B**) Both *GATA3* and *CDKN2C* promoters exhibit a shift from predominantly state 6 with some state 5 in MCF10A to almost entirely state 5 in MCF7. Chromatin states: 1 –weak repression; 2 –repression; 3 –mixed signal; 4 –low signal; 5 –active; 6 –poised; 7 –low signal.
(TIF)

S4 Fig Differential H3K4ac demonstrates most significant drug-induced changes in histone modifications in MCF7 cells. Each treatment pair is composed of a direct differential binding analysis (see methods) across both MCF10A and MCF7 datasets. In the binary heatmap, the red and gray bars indicate significant differentially enriched histone modifications (FDR < 0.05) across each treatment pair.
(TIF)

S1 Table Lists of MCF7 2,332 hormone responsive genes grouped into clusters 1–7 or by BZA-effect groups (Fig 2A).

S2 Table Enriched Reactome pathways of BZA-effect gene groups from Fig 2A.

S3 Table Gene names that correspond to the TSSs from the ChromHMM clusters from Fig 3. (CSV)

How the deposited data were processed for this re-analysis (not part of the article)

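Ribosome-depleted total RNA of 2 human cell lines, MCF7 and MCF10A, was sequenced as single-end reads of 100 bases after 24 h of treatment with vehicle, BZA (5 nM), E2 (1 nM), EC10 (1 nM), E2/BZA or EC10/BZA, following 48 h of starvation. There are 3 libraries per group and 6 groups per line, described by the paper as independent replicates, and 0 columns of per-sample values were left unused. The replicate numbers come from the sample titles. In MCF7 the 3 pairs of E2 and EC10 libraries with the same number correlated at 0.238 to 0.459 once group means were removed, against -0.384 to 0.0879 for those with different numbers, so EC10 against E2 was also tested as paired, a fit added later, and no other 2 groups share 3 numbers, so they were compared as unpaired. Some columns carry a replicate number that the sample titles do not, and these libraries are called unnumbered. EC10 is matched to the label of the only arm not named otherwise. For the 6 MCF7 libraries of EC10 and EC10/BZA, titles and column names give the same arm and the track file named for each is one of the other. Titles and column names were followed, and by distance the libraries titled EC10 lie nearest E2 and those titled EC10/BZA nearest E2/BZA.

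According to the authors, reads were aligned to hg38 with STAR, counted per gene with HTSeq and Gencode annotation, and normalized with DESeq2, while the notes to the deposited data name cutadapt 1.6, TopHat2, HTSeq 0.6 and bedtools. The deposited signal values are, per the paper's methods and the values themselves, read counts per gene divided by a DESeq2 size factor per library. Every value (100%, within 1e-06) is a whole multiple of what 1 read is worth in its library, so reads could be recovered, and the factors follow from the 18 libraries of each line taken alone, so levels of the lines are not on a common scale. The table holds 21527 genes, of which 18433 have a symbol in the annotation used and 21085 (97.9%) a GC content and length, and the filter that selected them is not stated.

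Reads assigned to genes numbered 3194620 to 34058894 per library (median 16160251), with 3194620 to 32099305 in MCF7 (median 13882688) and 6850957 to 34058894 in MCF10A (median 22722397). Genes near the filter used here rest on few reads in the smallest libraries, so counting error adds to the spread between libraries there, and the tests measure both together.

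The main test was limma 3.58.1 with a trend in the prior variance, in R 4.3.3, on log2(value + 4), with genes at a value of at least 10 in at least 3 libraries of the line, in 1 fit of the 6 groups per line, with Benjamini-Hochberg adjustment within each comparison. A gene was called changed at an adjusted p under 0.05 and an absolute log2 fold change over 1, and members of gene lists were counted at the adjusted p alone. The design fixed before the data were examined assumed raw counts and edgeR's quasi-likelihood test, but the deposited values are normalized, so limma was used instead and edgeR 4.0.16 was run on the recovered reads as an added alternative. DESeq2 1.42.0 was run on the recovered reads as an alternative set beforehand. In total 14 comparisons of treatments were made, as well as tests of whether a treatment's change differs between the lines and whether the change with BZA depends on the agonist. All 3 tools were tested on simulated data, made from the libraries' own read counts with 200 genes changed by known folds: limma found 31.6% of 2-fold and 84.4% of 4-fold changes in MCF7 E2 against control with 5 false calls, and DESeq2 46.8% and 92.4% with 18 false calls.

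Genes named in the text were chosen by a rule fixed before the data were examined: per comparison, the 10 genes with the largest change in each direction among those with a symbol that pass the thresholds, have a mean of at least 1 CPM in a group and separate the 3 treated from the 3 reference libraries, every gene the paper names, and examples from each list with the largest changes among members past the threshold. The 34 gene lists, fixed beforehand from general knowledge, cover estrogen-induced ERα targets, estrogen-repressed genes, DNA replication, G1/S cell cycle regulators, mitosis and spindle, double-strand break repair, replication-dependent histones, nuclear pore, cytosolic ribosomal proteins, ribosome biogenesis, mRNA splicing, SWI/SNF chromatin remodelling, Mediator, estrogen receptor coregulators and partners, Ras, MAPK and PKA signalling, Rho GTPase cycle, neddylation and ubiquitin ligases, cholesterol biosynthesis, aryl hydrocarbon receptor targets, NRF2 targets, glucocorticoid receptor targets, unfolded protein response, type I interferon response, p53 targets, immediate early genes, fat cell differentiation and lipid, luminal, basal, fibroblast and blood cell markers, mitochondrially encoded mRNAs, abundant small and nuclear noncoding RNAs, qPCR reference genes and 15 genes taken as the paper's, of which 10 are named in its expression results and ESR1, RUNX1, GATA3, CDKN2C and E2F6 are not. Sets were tested with camera (preset correlation 0.01, and estimated). The genes of S1 Table were matched by symbol, 2154 of them being measured, and belong to groups that the study chose on these libraries.

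Samples were compared by Euclidean distance over the 500 most variable genes, with 100000 permutations of the labels and silhouettes from the R package cluster 2.1.8.1. The changed genes were grouped by k-means with 8 centres and 50 starts. Overlaps of comparisons that share controls were set against 20 simulated draws of unchanged groups. Labels were also regrouped in 10 splits of 3 and 3 libraries, or 100 draws where more exist.

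Alternatives to the scaling, filter, tool, threshold, libraries in the fit, replicate number and GC content and length, the removal of 25 mitochondrial and abundant noncoding genes, and leaving out each library were set beforehand. Pseudocounts of 1 and 16, edgeR, DESeq2 at an adjusted p alone, the paired fit of EC10 against E2, a term for library class (mitochondrial ribosomal RNA above or below 10% in MCF7, 7SK above or below 2% in MCF10A) and a fit without BZA replicate 6 were added later. The ChIP-seq data of the paper were left out because no processed values of them were among the files.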

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

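The term for library class, pseudocounts of 1 and 16 and the fit without BZA replicate 6 were chosen after the results were seen, as were the tests of these patterns in BZA replicate 6 of MCF7.

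In the main fit, the response of MCF7 to the agonists differed from that of MCF10A for a few genes, estrogen targets such as RERG and CXCL12 among them. Some of these genes, CXCL12, ARHGAP36, IGSF1 and GRIK3 among them, did not pass the filter on counts in MCF10A. For such genes a lack of response in MCF10A cannot be told from a lack of expression. RERG, a Ras-like growth inhibitor induced by ERα, had a log2 fold change of 2.55 with E2 in MCF7 and -0.26 in MCF10A (difference 2.81, adjusted p = 0.00101 from limma), and TK1, thymidine kinase, 2.60 and -0.63 with EC10 (difference 3.22, adjusted p = 0.00355). By a test of the difference itself, 18 genes differed between the lines for E2 (13 higher in MCF7, 5 lower), 73 for EC10 (61 and 12) and 11 for E2/BZA (9 and 2). The counts for E2 and EC10 were several times higher with the term for library class and with the number as a replicate block, as given under the processing. For BZA and EC10/BZA limma called 0 genes, with 130 and 871 at an unadjusted p under 0.05, and edgeR and DESeq2 were not run on this difference. Treated and control libraries were regrouped within each line in 100 ways, the real one included. At least as many genes came from 7 for E2 (highest other 1520), 4 for EC10 (1424) and 11 for E2/BZA (239). Some regroupings could keep the real split of 1 line and change only the other, so a real response of MCF7 can stay in them. These shares therefore do not measure chance, which is not excluded for any of the 3. For BZA and EC10/BZA (highest other 0 and 240) the real count is 0, which all 100 reach by definition, so the regroupings say nothing there. Regroupings with many times the real count may keep the real MCF7 split or reflect a structure among the libraries, and were not traced to either. The 7SK share, which parts the MCF10A libraries, is such a structure. Single libraries moved the counts: for E2 to 9 without MCF10A control replicate 4 or MCF10A E2 replicate 7, 11 without MCF10A E2 replicate 8, 68 without MCF7 control replicate 2, 10 without the unnumbered MCF7 control replicate, 9 without MCF7 control replicate 5, and 30 and 7 without MCF7 E2 replicates 2 and 3. For EC10 they ran from 8 without the unnumbered MCF7 control replicate to 1248 without the unnumbered MCF10A EC10 replicate, for E2/BZA from 3 to 24, and for EC10/BZA the count was 8 without MCF7 control replicate 2. With upper-quartile factors the E2 genes split 14 higher and 19 lower.

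Genes that S1 Table lists as inhibited or activated parted the BZA combinations from the agonists, with medians over the combinations minus the agonists of -0.73 and 0.58, a difference of 1.3. A correction for GC content and length left 0.903 of that difference, which argues against those as the whole cause. Removal of the mitochondrial and abundant noncoding genes left it at 1 times its value. Size factors that rest on a median over genes hardly move when 25 genes are taken out. The removal therefore cannot decide whether library size or the share of reads in those genes is a cause. BZA replicate 6, which like the combinations has little mitochondrial ribosomal RNA, differed from BZA replicates 2 and 5 by 1.08 times as much in the same direction, so a difference between library preparations may account for the pattern. Libraries numbered 5 and 6 minus those numbered 2, in control and BZA, gave 0.263 of it, and MCF10A libraries with much 7SK against little gave 0.267 (differences of 0.43 to 0.52 in 5 treatments and -0.18 with EC10, which rests on the unnumbered replicate), which leave number and preparation open. A biological effect of BZA together with an agonist stays open as well, because low mitochondrial ribosomal RNA goes with the combinations in all 6 of their libraries and cannot be told apart from them except through BZA replicate 6.

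The agonist-induced genes of S1 Table, GREB1 and PGR among them, were lower in the combinations than with the agonists, with a median of -0.75. In BZA replicate 6 against BZA replicates 2 and 5 they were lower by 0.637 times as much, so a difference between preparations may account for part of this pattern too. MCF10A libraries with much 7SK against little gave 0.022 of it, which decides nothing because no induction of these genes was detected in MCF10A, and because the medians ran from -0.29 to -0.07 in 5 treatments and stood at 0.72 with EC10, where the unnumbered replicate is the 1 library with much 7SK. An effect of BZA on ERα in the presence of an agonist, which the design names, stays open.

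BZA replicate 6 was weighed as a combination library with a wrong label. Over the 34 listed ERα targets it lay at -1.2 from the mean of the 6 combination libraries, as the other BZA libraries did (-1.12 and -1.29), while each combination library lay at -0.55 to 0.42 from the other 5 (SD 0.382), which argues against this label error. Over the agonist-induced genes it lay at -0.806 from the combinations and at -0.479 from the other BZA libraries. A BZA library of another preparation stays open, and 1 library gives no spread to test it.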

How the results depend on the processing

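Pseudocounts, edgeR, the paired fit of EC10 against E2, DESeq2 at an adjusted p alone, the term for library class and the fit without BZA replicate 6 were chosen after the data were seen, and the others before. Comparisons are with control in MCF7 unless named. GREB1, TFF1, IGSF1, MYBL1, RAPGEFL1 and PSCA had the same direction with both agonists under the settings run on them, with log2 fold changes for GREB1 of 2.93 to 4.27 with E2. MYBL1 and RAPGEFL1 passed the test in each of these, while GREB1, TFF1 and IGSF1 with both agonists and PSCA with EC10 did not pass with the number as a replicate block, with or without the GC content and length correction, nor GREB1 with all 36 libraries in 1 fit. Counts and medians that moved by more than 1.5 times or more than the spread between libraries are given by setting, and where a value moved the cause was not tested, except that a stricter threshold or fewer libraries calls fewer genes by construction.

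The replicate block was set beforehand, but outside E2 and EC10 of MCF7 the numbers do not pair the libraries: of 17 pairs with the same number, 9 in MCF7 and 13 in MCF10A correlated above 0.1 (medians 0.108 and 0.492, against -0.00854 and -0.14 for different numbers). A number borne by 1 library removes that library from the comparison by construction. The pairing of E2 and EC10 changed no call in EC10 against E2 other than those given with it. With the number as a replicate block, genes changed were 44 (E2), 25 (EC10), 176 (E2/BZA), 0 (EC10/BZA), 874 (MCF10A E2), 0 (E2/BZA against E2), 0 (EC10/BZA against EC10), and genes differing between the lines were 216 (E2), 338 (EC10), 1 (E2/BZA), and genes with an interaction were 0 (E2), 0 (EC10), and S1 Table medians were -0.34 (agonist-induced, E2/BZA against E2), 0.33 (agonist-repressed, E2/BZA against E2), 0.54 (agonist-repressed, EC10/BZA against EC10), -0.40 (inhibited, E2/BZA against E2), -0.57 (inhibited, EC10/BZA against EC10), 0.31 (activated, E2/BZA against E2), 0.42 (activated, EC10/BZA against EC10), and single genes turned to 2.41 (TFF1, MCF10A E2). With the replicate block and the GC content and length correction, genes changed were 72 (E2), 49 (EC10), 190 (E2/BZA), 0 (EC10/BZA), 749 (MCF10A E2), 0 (E2/BZA against E2), 0 (EC10/BZA against EC10), and genes differing between the lines were 266 (E2), 184 (EC10), 0 (E2/BZA), and genes with an interaction were 0 (E2), 0 (EC10), and S1 Table medians were -0.34 (agonist-induced, E2/BZA against E2), -0.65 (agonist-induced, EC10/BZA against EC10), 0.32 (agonist-repressed, E2/BZA against E2), 0.61 (agonist-repressed, EC10/BZA against EC10), -0.39 (inhibited, E2/BZA against E2), -0.47 (inhibited, EC10/BZA against EC10), 0.28 (activated, E2/BZA against E2), and single genes turned to 2.34 (TFF1, MCF10A E2). With the number removed as a replicate block, the ratio by treatment was 3.049 in MCF10A. The removal was fitted with the treatments in the model and takes out spread within treatments, so this ratio is no support for a treatment effect.

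With all 36 libraries in 1 fit, genes changed were 452 (E2), 309 (EC10), 396 (E2/BZA), 73 (EC10/BZA), 24 (E2/BZA against E2), 45 (EC10/BZA against EC10). With numbers 1 to 3 against 4 to 8 as a term, genes changed were 291 (E2), 134 (EC10), 179 (EC10/BZA), 0 (E2/BZA against E2), 0 (EC10/BZA against EC10), and genes differing between the lines were 4 (EC10), 18 (E2/BZA), 1 (EC10/BZA), and genes with an interaction were 0 (E2), 0 (EC10), and S1 Table medians were -0.29 (agonist-induced, E2/BZA against E2), -0.56 (agonist-induced, EC10/BZA against EC10), 0.38 (agonist-repressed, E2/BZA against E2), 0.60 (agonist-repressed, EC10/BZA against EC10), -0.42 (inhibited, E2/BZA against E2), -0.54 (inhibited, EC10/BZA against EC10), 0.31 (activated, E2/BZA against E2), 0.40 (activated, EC10/BZA against EC10). At an adjusted p under 0.05 alone, genes changed were 2059 (E2), 1596 (EC10), 1852 (E2/BZA), 516 (EC10/BZA), 742 (EC10/BZA against EC10). At an adjusted p under 0.01, genes changed were 612 (E2), 478 (EC10), 450 (E2/BZA), 41 (EC10/BZA), 0 (E2/BZA against E2), 6 (EC10/BZA against EC10). With DESeq2 at an adjusted p alone, genes changed were 2911 (E2), 2375 (EC10), 2744 (E2/BZA), 1322 (EC10/BZA), 1 (MCF10A E2/BZA), 1 (MCF10A EC10/BZA), 734 (E2/BZA against E2), 1684 (EC10/BZA against EC10), 1 (EC10/BZA against E2/BZA).

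Scaled by library totals, genes changed were 1462 (E2/BZA), 781 (EC10/BZA), 109 (E2/BZA against E2), 960 (EC10/BZA against EC10), and genes differing between the lines were 124 (EC10), 21 (E2/BZA), and genes with an interaction were 0 (E2), 0 (EC10), and S1 Table medians were -0.35 (agonist-induced, E2/BZA against E2), -0.56 (agonist-induced, EC10/BZA against EC10), 0.84 (agonist-repressed, E2/BZA against E2), 1.12 (agonist-repressed, EC10/BZA against EC10), -0.42 (inhibited, E2/BZA against E2), -0.46 (inhibited, EC10/BZA against EC10), 0.81 (activated, E2/BZA against E2), 0.93 (activated, EC10/BZA against EC10). With the term for library class, genes changed were 14 (E2/BZA), 0 (EC10/BZA), 0 (E2/BZA against E2), 0 (EC10/BZA against EC10), and genes differing between the lines were 176 (E2), 826 (EC10), 1 (EC10/BZA), and genes with an interaction were 0 (E2), 0 (EC10), and S1 Table medians were -0.13 (agonist-induced, E2/BZA against E2), -0.41 (agonist-induced, EC10/BZA against EC10), 0.41 (agonist-repressed, E2/BZA against E2), 0.62 (agonist-repressed, EC10/BZA against EC10), 0.12 (inhibited, E2/BZA against E2), 0.02 (inhibited, EC10/BZA against EC10), -0.11 (activated, E2/BZA against E2), -0.018 (activated, EC10/BZA against EC10), and single genes turned to -0.28 (PDF, E2/BZA), 0.32 (PAK2, E2/BZA), 0.51 (PRKACA, E2/BZA), 0.059 (MT-CO3, EC10/BZA), 0.28 (PAK2, EC10/BZA), 0.11 (PRKACA, EC10/BZA), -0.13 (FZD8, EC10/BZA against EC10), -0.42 (EVA1B, EC10/BZA against EC10), -0.20 (HMGN1P30, EC10/BZA against EC10), 0.046 (MT-ATP6, EC10/BZA against EC10). With DESeq2, genes changed were 501 (EC10/BZA), 1 (MCF10A E2/BZA), 1 (MCF10A EC10/BZA), 342 (E2/BZA against E2). With only the 2 groups compared, genes changed were 73 (EC10/BZA), 503 (E2/BZA against E2). With BZA replicate 6 out of the fit, genes changed were 540 (EC10/BZA), 405 (E2/BZA against E2), 768 (EC10/BZA against EC10).

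With the GC content and length correction, genes changed were 109 (E2/BZA against E2), and genes differing between the lines were 42 (E2), 6 (E2/BZA), and genes with an interaction were 3 (EC10), and S1 Table medians were -0.59 (inhibited, E2/BZA against E2). With a pseudocount of 16, genes changed were 72 (E2/BZA against E2), and genes differing between the lines were 61 (E2), 135 (EC10), 28 (E2/BZA), and genes with an interaction were 0 (E2), 2 (EC10), and S1 Table medians were -0.64 (inhibited, E2/BZA against E2). With edgeR, genes changed were 103 (E2/BZA against E2). With TMM factors, genes differing between the lines were 36 (E2). With upper-quartile factors, genes differing between the lines were 33 (E2), and genes with an interaction were 0 (E2), and S1 Table medians were -0.65 (inhibited, E2/BZA against E2).

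Without mitochondrial and noncoding genes, genes differing between the lines were 30 (E2). With a pseudocount of 1, genes differing between the lines were 9 (E2), 1 (E2/BZA). With no filter, genes with an interaction were 0 (E2), 2 (EC10). With 10 centres, the k-means cluster of tempered genes held 171. With DESeq2 calls, shared genes were 190 (EC10 and EC10/BZA), 397 (E2/BZA and EC10/BZA).

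With an estimated correlation, lists past camera were 0 (BZA), 4 (E2), 4 (EC10), 1 (E2/BZA), 0 (EC10/BZA), 0 (MCF10A BZA), 0 (MCF10A E2), 0 (MCF10A EC10), 0 (MCF10A E2/BZA), 0 (E2/BZA against E2), 0 (EC10/BZA against EC10), 0 (EC10 against E2), 2 (EC10/BZA against E2/BZA).

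Leaving out each library in turn, genes changed were 0 to 1 (BZA), 665 to 1257 (E2), 473 to 1055 (EC10), 433 to 888 (E2/BZA), 18 to 392 (EC10/BZA), 0 to 82 (MCF10A EC10), 0 to 33 (E2/BZA against E2), 3 to 882 (EC10/BZA against EC10), and genes differing between the lines were 7 to 68 (E2), 8 to 1248 (EC10), 3 to 24 (E2/BZA), 0 to 8 (EC10/BZA), and genes with an interaction were 0 to 296 (E2), 0 to 582 (EC10), and S1 Table medians were -0.71 to -0.65 (inhibited, E2/BZA against E2).

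Scaling by library totals moved the median of all genes from 0.00 to 0.29 for E2/BZA and from 0.01 to 0.30 for EC10/BZA against control. In simulated counts limma found 48% of 2-fold changes for E2/BZA and 2.04% for EC10 in MCF10A, so at this depth and spread small changes are mostly missed there.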

Differences from the paper's values

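DESeq2 at an adjusted p alone, edgeR, pseudocounts of 1 and 16, the paired fit of EC10 against E2, the term for library class and the fit without BZA replicate 6 were chosen after the values were seen.

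The paper's counts of differentially expressed genes of MCF7, at a fold change over 2 and an adjusted p under 0.05, are the paper's 2,295 for E2, 1,913 for EC10, 2,234 for E2/BZA and 1,131 for EC10/BZA, against 1038, 813, 890 and 293 by limma. Of the alternatives set before the data were examined, an adjusted p under 0.05 with no fold threshold gave 2059, 1596 and 1852 for the first 3, within 1.5 times the paper's, and 516 for EC10/BZA, which is not. Scaling by library totals gave 781 for EC10/BZA, within 1.5 times the paper's, and 1044, 744 and 1462 for the others, which are not. The other alternatives set beforehand (TMM and upper-quartile factors, DESeq2, no filter and a stricter one, the 2 groups alone, all 36 libraries, the number class, the GC content and length correction with and without the number as a block, removal of mitochondrial and noncoding genes, an adjusted p under 0.01, and leaving out each library) stayed below the paper's values by more than that, DESeq2 at 1270, 969, 1092 and 501. DESeq2 with no fold threshold, chosen after the values were seen, gave 2911, 2375, 2744 and 1322, within 1.5 times the paper's in all 4, and drops 769 of the 2154 measured S1 Table genes in all 4 comparisons.

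For genes changed in at least 1 comparison of both lines, the paper's count is the paper's 3,820, against 1623 here. An adjusted p alone gave 3175, within 1.5 times the paper's, and the other alternatives set beforehand gave less, 2145 with library totals and 2037 with DESeq2 among them.

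For genes shared by an agonist and its combination, the paper shows about 1100 for E2 and E2/BZA and about 460 for EC10 and EC10/BZA in Fig. 1C, read by eye, against 458 and 123. DESeq2, the alternative set beforehand for the overlaps, gave 533 and 190, which differ as well.

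The paper states that NRIP1 and PGR lose part of their response with BZA. Against the agonist alone GREB1, PGR and NRIP1 were lower in both combinations by limma's main fit without passing its test, with NRIP1 at -0.56 in EC10/BZA (adjusted p = 0.0587). By DESeq2, set beforehand, NRIP1 there passed the adjusted p (0.0118) but not the 2-fold threshold (-0.55). The paper names NRAS, PAK2 and PRKACA among inhibited genes: against the agonist, limma called PRKACA in EC10/BZA (-1.84, adjusted p = 0.0133), and DESeq2 called PRKACA in both (adjusted p = 0.000385 in E2/BZA), while NRAS in E2/BZA (0.0494, log2 fold change -0.42) and PAK2 in EC10/BZA (0.019, -0.98) passed its adjusted p alone. It names ANKRD9, KLHL21 and UBE2M among activated genes, which limma's main fit did not call against the agonist, nor did DESeq2. By DESeq2, ANKRD9 in EC10/BZA (adjusted p = 0.0278, log2 fold change 0.76) and KLHL21 in E2/BZA (0.0248, 0.56) passed the adjusted p alone.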

Other observations

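The tests of BZA replicate 6 and the alternatives of library class were chosen after the results were seen, and the lists and the regroupings before.

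Some genes of the unfolded protein response and of cholesterol synthesis were higher with the agonists in MCF7, though neither list passed camera with an estimated correlation (adjusted p = 0.406 with E2 and 0.165 with EC10 for the first, and 0.181 and 0.254 for the second). HSPA5, the chaperone BiP, rose with EC10 from 859 ± 325 to 2430 ± 423 DESeq2-normalized counts (SD, n = 3; log2 fold change 1.56, adjusted p = 0.00185 from limma), and XBP1, a transcription factor of the unfolded protein response and luminal marker, by 1.20 with E2 and 1.10 with EC10. Of 14 genes of the unfolded protein response, 5 were higher and 1 lower with E2 (6 and 1 when adjusted over the list alone), 6 higher with EC10 (7 higher and 1 lower over the list alone), 6 higher with E2/BZA (8 over the list alone) and 1 higher with EC10/BZA (2 over the list alone). Without the unnumbered control replicate or EC10 replicate 3, the EC10 count was 2 and 3, and without the unnumbered control replicate or E2/BZA replicate 6 the E2/BZA count was 3. Of 21 genes of cholesterol biosynthesis, 7 were higher with E2 (14 over the list alone) and 6 with EC10 (6), such as NSDHL (1.06 with EC10) and DHCR7, and 4 were higher and 1 lower with E2/BZA (13 and 1). Without E2 replicate 1, 2 or 3 the E2 count was 4, 3 and 4, and leaving out single libraries gave 1 to 3 for EC10 and 1 to 3 for E2/BZA.

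Genes of stress and hormone pathways moved in small numbers. FKBP5, a chaperone of steroid receptors, rose with EC10 from 98 ± 28.7 to 509 ± 27.8 (log2 fold change 2.37, adjusted p = 0.000353 from limma) and stood at 134 ± 35.4 with EC10/BZA, a log2 fold change of -1.93 against EC10 (adjusted p = 0.0118). TSC22D3, also a glucocorticoid target, was at -1.42 with EC10, AHRR, the repressor of the aryl hydrocarbon receptor, at -1.95, and NQO1, a target of NRF2, at -1.06. TP53INP1, a target of p53, was at -1.41 with EC10 and -1.76 with E2/BZA, and BBC3 at 1.54 in EC10/BZA against EC10. PLIN2, a lipid droplet protein, was at -1.80 with E2, and JUN and JUNB, immediate early factors, at 1.32 and 1.13 in EC10/BZA against EC10. With E2, 3 of 14 interferon response genes were lower (4 over the list alone), among them IFIT1, and 0 with EC10, and the E2 count was 0 without the unnumbered control replicate, control replicate 5, E2 replicate 1 or E2 replicate 3. Of 13 p53 targets, 4 were lower with E2 and 3 with EC10 (4 and 4 over the list alone, and 1 higher with E2), falling to 2, 2 and 1 without the unnumbered control replicate, control replicate 5 and E2 replicate 2, and to 1 for EC10 without the unnumbered control replicate, control replicate 5 or EC10 replicate 3.

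HMBS and HPRT1, which are used as references in qPCR, rose with the agonists. HMBS went from 102 ± 20.2 to 288 ± 95.5 DESeq2-normalized counts (SD, n = 3) with E2 (log2 fold change 1.43, adjusted p = 0.00318 from limma), and HPRT1 from 189 ± 62.2 to 444 ± 26.7 with EC10 (1.27, adjusted p = 0.00442). Of 4 such genes, 2 were higher with each agonist (2 over the list alone) and 0 with the combinations, where HPRT1 was at -0.95 in EC10/BZA against EC10 (adjusted p = 0.0406). RPS16, a ribosomal protein gene, rose with EC10 from 197 ± 82.8 to 2645 ± 397 and was at -3.09 on the log2 scale in EC10/BZA against EC10, values that are uncertain because it has pseudogenes, RPS16P5 among the genes of the table, and reads shared with them were not measured. With a term for the share of mitochondrial ribosomal RNA, 0 genes passed in EC10/BZA against EC10, and of the lists 1 ERα target and 1 estrogen-repressed gene in E2/BZA against control.

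The remaining lists gave these counts in MCF7 for E2 and EC10 against control, with those adjusted over the list alone in brackets. Higher were 11 and 15 of 26 replication-dependent histones (22 and 24), 11 and 9 of 29 nuclear pore genes (12 and 13), 12 and 7 of 23 ribosome biogenesis genes (14 and 12), 10 and 7 of 33 splicing genes (15 and 16), 3 and 4 of 79 cytosolic ribosomal proteins (3 and 4), 4 and 4 of 20 coregulators (4 and 4), and 1 and 1 of 17 SWI/SNF subunits (1 and 1). Among 27 Mediator subunits 1 was lower with EC10 (0), among 20 genes of Ras, MAPK and PKA signalling 1 was lower with E2 (0), and among 25 genes of the Rho GTPase cycle 3 were higher and 5 lower with E2 (5 and 5) and 4 and 3 with EC10 (5 and 4). Of 5 aryl hydrocarbon receptor targets 1 was higher and 2 lower with each (1 and 3), of 9 NRF2 targets 1 lower with each (1 and 1), of 7 glucocorticoid receptor targets 1 higher and 2 lower with E2 (1 and 2) and 1 and 1 with EC10 (1 and 2), of 12 immediate early genes 1 and 3 with E2 (1 and 3) and 1 and 1 with EC10 (2 and 2), of 12 genes of fat cells and lipid 1 and 1 with each (2 and 3 for E2, 1 and 1 for EC10), and of 13 luminal markers 1 higher with each (1). Of 13 mitochondrially encoded mRNAs 2 were higher with EC10 (2) and 0 with E2, of the 15 genes taken as the paper's 6 with each (6), and 0 of 21 neddylation genes, 8 basal markers and 5 fibroblast markers passed.

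These counts often rest on single libraries. For E2, splicing genes numbered 1, 3, 6, 1 and 1 without the unnumbered control replicate, control replicate 5 and E2 replicates 1, 2 and 3, nuclear pore genes 6, 6, 6, 6 and 5 in the same order, Rho genes 2, 4, 3 and 3 without the unnumbered control replicate, control replicate 5 and E2 replicates 2 and 3, ribosome biogenesis genes 4, 5, 5 and 3 in that order, histones 7, 6 and 7 without the unnumbered control replicate, control replicate 5 and E2 replicate 1, and coregulators 1 without the unnumbered control replicate or E2 replicate 3. For EC10, leaving out single libraries gave 0 to 9 splicing genes, 4 to 7 nuclear pore genes, 1 to 6 Rho genes, 3 to 8 ribosome biogenesis genes, 8 to 11 histones and 0 to 3 coregulators, the lowest mostly without the unnumbered control replicate.

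Against control, E2/BZA gave 4 higher nuclear pore genes, 5 ribosome biogenesis genes, 4 higher and 3 lower splicing genes, 2 lower SWI/SNF subunits, 5 lower genes of Ras, MAPK and PKA signalling and 2 higher and 2 lower Rho genes (8, 12, 5 and 3, 2, 7, and 3 and 2 over the list alone), and 0 ribosomal proteins. EC10/BZA gave 1 ribosomal protein, 1 ribosome biogenesis gene, 1 higher and 3 lower splicing genes and 2 lower genes of Ras, MAPK and PKA signalling (1, 5, 2 and 3, and 2 over the list alone). Blood cell markers and the abundant small and nuclear noncoding RNAs had too few measured members for a set test, and 0 of their members passed in any comparison. In MCF10A no list member passed over all genes, and 1 coregulator was lower with EC10 over the list alone.

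Other splits of the 6 libraries of a comparison into 3 and 3 are 10 in all, too few for a share under 0.05. The real and the highest other count were 1038 and 0 for E2, 813 and 0 for EC10, 890 and 0 for E2/BZA, 293 and 0 for EC10/BZA, 0 and 8 for BZA, 47 and 0 for E2/BZA against E2, 443 and 0 for EC10/BZA against EC10, 0 and 0 for EC10 against E2 and 0 and 2 for EC10/BZA against E2/BZA, and 0 and 0 in each comparison of MCF10A. Where the real count was 0, all 10 splits reached it, and elsewhere 1 did, the real one. For the interaction of BZA with the agonist, 9 of 100 regroupings gave at least the real 1 gene for E2 (highest other 90) and 9 for EC10 (2163). Some of them could keep the real split of 1 pair of groups and change only the other. These shares therefore do not measure chance, which is not excluded. Regroupings with far more genes may be of that kind or reflect a structure among the libraries.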
